# Nonlinear DNA methylation trajectories in aging male mice

**DOI:** 10.1038/s41467-024-47316-2

**Published:** 2024-04-09

**Authors:** Maja Olecka, Alena van Bömmel, Lena Best, Madlen Haase, Silke Foerste, Konstantin Riege, Thomas Dost, Stefano Flor, Otto W. Witte, Sören Franzenburg, Marco Groth, Björn von Eyss, Christoph Kaleta, Christiane Frahm, Steve Hoffmann

**Keywords:** Epigenomics, Genome informatics, Epigenetics

## Abstract

Although DNA methylation data yields highly accurate age predictors, little is known about the dynamics of this quintessential epigenomic biomarker during lifespan. To narrow the gap, we investigate the methylation trajectories of male mouse colon at five different time points of aging. Our study indicates the existence of sudden hypermethylation events at specific stages of life. Precisely, we identify two epigenomic switches during early-to-midlife (3-9 months) and mid-to-late-life (15-24 months) transitions, separating the rodents’ life into three stages. These nonlinear methylation dynamics predominantly affect genes associated with the nervous system and enrich in bivalently marked chromatin regions. Based on groups of nonlinearly modified loci, we construct a clock-like classifier STageR (STage of aging estimatoR) that accurately predicts murine epigenetic stage. We demonstrate the universality of our clock in an independent mouse cohort and with publicly available datasets.

## Abstract (web summary)

DNA methylation is an age biomarker, but nonlinear aspects of its age-related dynamics are not well characterized. Here, the authors identify loci that undergo sudden methylation changes at specific life stages in the aging colon of male mice.

## Introduction

Biological aging, which we refer to as a process taking place over the whole lifespan, is frequently perceived as a constant decay of function at the cellular, tissue, and organismal level, e.g., caused by the accumulation of DNA damage, telomere shortening, loss of proteostasis or stem cell exhaustion^1^. Thus, many studies focus on discovering linear relationships between time and various molecular data. Since the aging process involves abrupt changes as well, e.g., menopause or loss of neurons in the intestine^2^, linear models may be too simplistic, and a more thorough search for nonlinear trajectories may shed new light on the nature of aging and its driving forces.

In recent years, the scientific literature has increasingly appreciated nonlinearities in the aging process. For example, studies in *Drosophila* suggest discrete stages in aging, marked by a sudden increase in intestinal permeability^3^. A study on aging human plasma proteome found that most changes across the lifespan are nonlinear and occur in waves around 34, 60, and 78 years^4^. Another study of human transcriptomes found an acceleration of cancer incidence in the mid-life phase between 35–45 years, potentially pointing to an acceleration of DNA damage^5^. In addition, Schaum et al. characterized nonlinearities in gene expression levels in aging mouse organs^6^, and Kang et al. described nonlinear aging patterns in muscle transcriptomes of old mice^7^. Another study on aging skin identified four distinct aging phases based on integrated epigenetic and transcriptomic features^8^.

However, research on discontinuous aspects of aging is still in its infancy, and critical molecular processes, including those involving epigenomic regulation, have yet to be examined.

DNA methylation (5mC) is an essential layer of epigenetic control. Although DNA methylation studies have revealed specific age-related phenomena, such as global demethylation and hypermethylation of CpG islands (reviewed in ref. ^9^), we still know little about the dynamics of this epigenetic mark. Notably, today’s methylation-based epigenetic clocks are frequently built using linear regression models (usually involving elastic-net regularization) and thus geared to detect continuous changes (reviewed in ref. ^10^). So far, attempts to distill nonlinear age-related changes, e.g., using the power-law model^11^, have not yielded a comprehensive picture.

In the context of aging, the intestine is of particular interest. While the tissue has one of the highest regenerative capacities, numerous biological functions undergo age-related alterations, affecting intestinal microbiota, barrier, immune functions, and the enteric nervous system (reviewed in ref. ^12^). At the same time, the consequences of such changes can have a profound systemic impact on the emergence of age-related phenotypes in other organs, such as the brain, the heart, or the endocrine system. In addition, Dambroise et al. suggest that disruption of the intestinal barrier may be a critical evolutionary conserved event in the aging process^13^.

In this work, we perform genome-wide DNA methylation profiling to identify and characterize 5mC trajectories in the aging male mouse colon. We demonstrate the existence of nonlinear methylation trajectories in aging at specific sets of CpGs associated with developmental processes and the nervous system. Moreover, we show that nonlinearly modified CpGs summarized by centroids provide a robust set of predictor variables to estimate the epigenetic life stages. Our analysis strategy is shown in Fig. 1a.

**Fig. 1:**
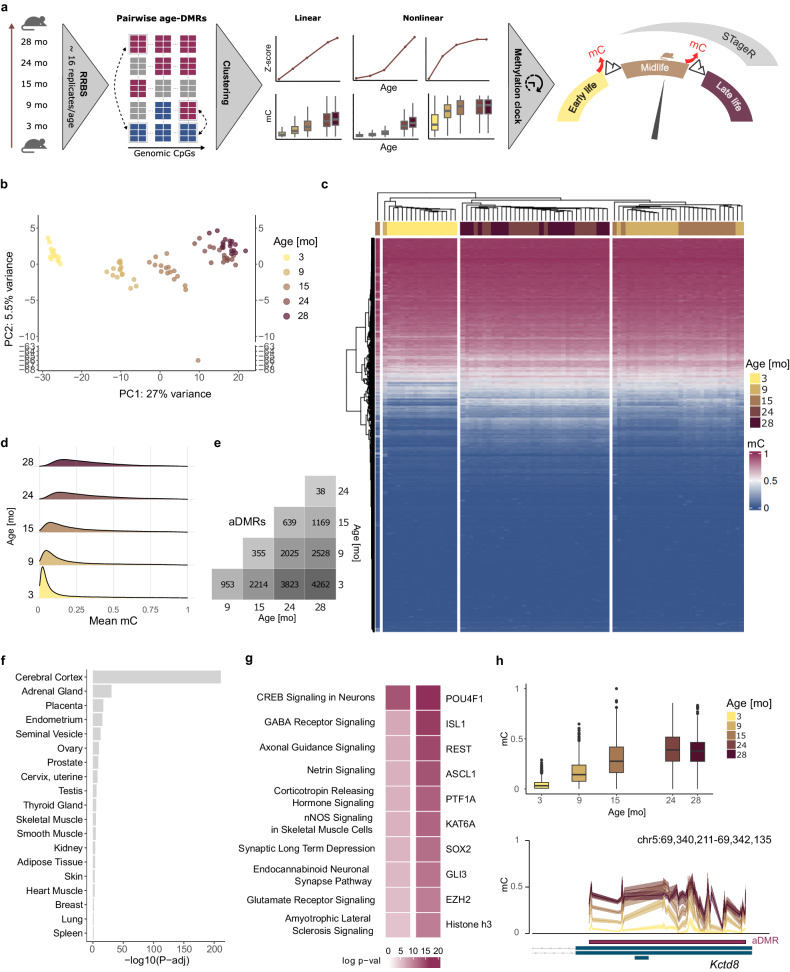
DNA methylation dynamics in aging male mouse colon. **a** Experimental strategy. Reduced representation bisulfite sequencing (RRBS) was performed on a set of colon DNA samples from 83 adult male mice at five ages. Clustering based on the Z-score of methylation levels of CpGs from pairwise differentially methylated regions revealed various methylation trajectories during aging. Most abundant nonlinear clusters divided lifespan into three stages and were used to construct an epigenetic clockwise classifier– STageR. Hypermethylation events separating the epigenetic stages of life are presented as mountain peaks. **b** Principal component analysis (PCA) based on 10,000 randomly selected CpGs. One sample has been identified as an outlier and removed from the dataset. PCA of all samples is presented in Supplementary Fig. 1a. **c** DNA methylation patterns in 10,000 randomly selected CpGs with hierarchical clustering of all samples indicate three major epigenetic life stages (early-, mid-, and late-life). **d** Methylation distribution at aDMR CpGs in the age groups; *n* = 16 (3 mo, 9 mo, 15 mo, 24 mo), *n* = 18 (28 mo) animals. **e** Number of differentially methylated regions in aging (aDMRs) for all pairwise combinations of age groups. **f** Enrichment of tissue-specific genes in genes associated with aDMRs. FDR-adjusted hypergeometric one-sided *P* values are shown. **g** Top ten enriched ingenuity pathways (left) and potential upstream regulators (right) of genes associated with aDMRs. FDR-adjusted one-sided *P* values of Fisher’s exact test are shown. **h** Methylation pattern in aDMR in the first exon of *Kctd8*. DNA methylation levels are shown as box plots for the age groups (top) and as mean levels (line) with confidence intervals (shaded area) in the genome browser (bottom); *n* = 874 (3 mo), *n* = 834 (9 mo), *n* = 823 (15 mo), *n* = 841 (24 mo), *n* = 945 (28 mo) according to available measurements of 55 CpGs in the corresponding age groups. For the box plots, the center line shows the median, the box limits show the first and third quartiles, and the upper and lower whiskers extend from the hinge to the largest or the lowest value no further than 1.5× the interquartile range (IQR) from the hinge. Source data are provided as a Source Data file.

## Results

To analyze DNA methylation patterns in aging, we performed reduced representation bisulfite sequencing (RRBS) on colon DNA samples from 83 male C57BL/6J/Ukj mice at five time points throughout life (3, 9, 15, 24, and 28 months). Utilizing the MspI restriction enzyme^14^, RRBS enriches GC-rich genomic regions often associated with critical regulatory elements such as promoters and enhancers. Principal component analysis (PCA) of raw methylation data reveals that the first principal component, representing more than 25% of the data’s total variance, clearly covaries with the age of the samples (Fig. 1b and Supplementary Fig. 1a). Unsupervised hierarchical clustering carried out on the same data suggests a separation of the samples into three distinct primary life stages, i.e., early life (3 mo), midlife (9 mo–15 mo), and late-life (24 mo–28 mo) (Fig. 1c).

### Differentially methylated regions in aging mouse intestine

To focus on the greatest age-related methylation changes, we restricted our analysis to cytosines located in differentially methylated regions during aging (aDMRs). In particular, we calculated pairwise aDMRs between all combinations of time points. Combining all pairwise results yielded 18,006 aDMRs comprising 84,693 CpGs (5.5% of the whole dataset) (Supplementary Data 1). As expected, the highest number of aDMRs was detected between 3 mo and 28 mo (*n* = 4262). The smallest number was seen while comparing 24 mo and 28 mo mice (*n* = 38; Fig. 1e). Notably, we observed a substantial overlap between aDMRs and reduced their number to 3981 when merging the overlapping regions. Pairwise similarity based on the number of aDMRs supports the aggregation of the samples into three distinct aging stages— young, midlife, and late-life, which was also found in the unsupervised hierarchical clustering of methylation levels (Fig. 1c). On a global level, we observe gradual hypermethylation of aDMRs during aging. Notably, the majority of aDMR-associated CpGs in 3 mo animals is unmethylated (Fig. 1d). Furthermore, aDMRs are significantly enriched in exons, and CpG islands as compared to randomly drawn regions from the RRBS background (Supplementary Fig. 1b), and 91% of aDMR-associated cytosines could be annotated to a gene or a promoter. Surprisingly, aDMRs are significantly enriched in genes with specific functions for the cerebral cortex (Fig. 1f) as well as in canonical pathways and potential upstream regulators associated with the nervous system (Fig. 1g). The most enriched biological processes with aDMRs are related to DNA pattern recognition, synapse organization, and forebrain development and the most enriched molecular functions are DNA binding and channel activity, both pointing to transcription factor activity and processes in the nervous system (Supplementary Fig. 1e). We speculated that the aDMRs might be linked to age-related changes in the enteric nervous system and found a significant enrichment in markers of enteric neurons and glial cells compiled by ref. ^15^ (OR = 4.2, *p*val = 5.3e-03 and OR = 4.1, *p*val = 3.2e-03, respectively, Fisher’s exact test). For instance, we found age-related DNA methylation changes in the first exon of *Kctd8* (Fig. 1h), encoding a subunit of the GABA-B receptor, which is broadly expressed in the nervous system and plays an essential role in controlling neuronal excitability. Further, we found age-related methylation changes in other markers of enteric neurons (*Elavl4*, *Scg3*, *Crmp1*, and *Gdap1l1*, Supplementary Fig. 1c) and glial cells (*Itga4*, *Pdpn*, *Ptprz1*, and *Sox10*, Supplementary Fig. 1d).

The enteric nervous system is thought to be more vulnerable to degeneration and cell death during aging than other parts of the nervous system (reviewed in ref. ^16^), and these results may indicate that epigenetic changes contribute to this vulnerability.

### Nonlinear DNA methylation trajectories in aging

To identify recurrent trajectories of cytosine methylation, we performed unsupervised clustering of aDMR-associated CpGs using *clust*^17^. After four iterative rounds of clustering, we obtained 19 clusters comprising 94% of all aDMR-associated cytosines (Supplementary Data 2). Analyzing the methylation Z-scores in the clusters, we identified two clusters with linear methylation trajectories (C1 and C5), while all remaining clusters exhibited nonlinear methylation changes (Fig. 2a). Consequently, almost half (*n* = 34,322) of all clustered aDMR cytosines (*n* = 71,447) were assigned to clusters with nonlinear methylation trajectories.

**Fig. 2:**
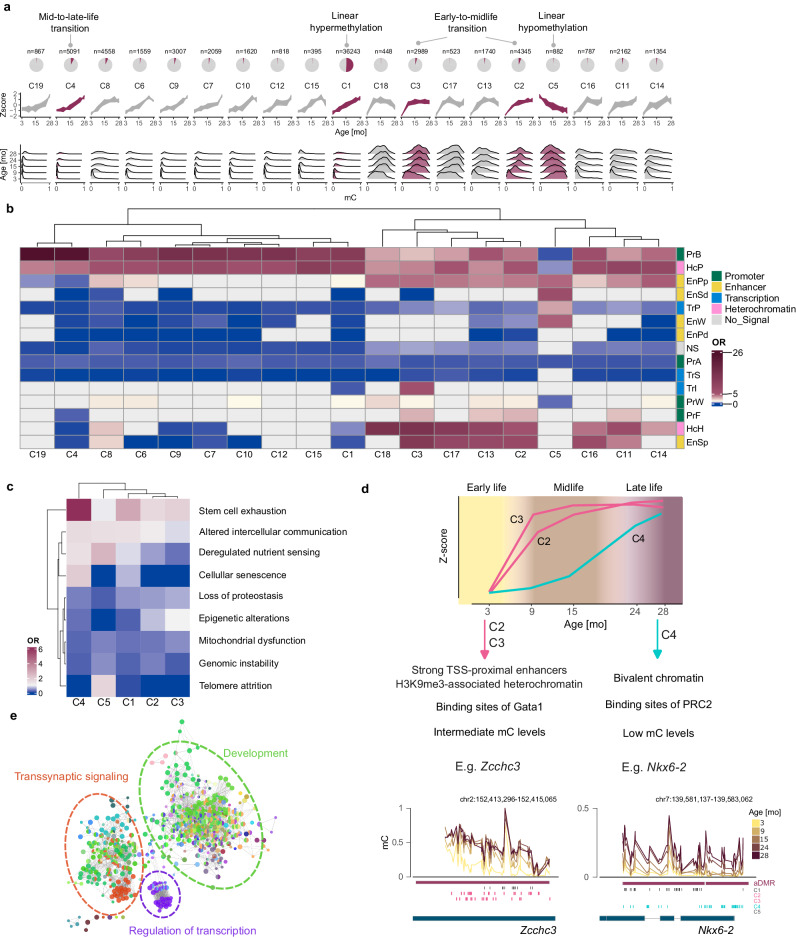
All 19 methylation trajectories identified in the study. **a** From top to bottom: pie charts with the cytosine proportion in the particular cluster to all aDMR cytosines; DNA methylation trajectories during aging as Z-scores and methylation distribution per age group. Red shading marks clusters chosen for further analyses. **b** Enrichment of chromatin segments obtained from ChromHMM in each cluster. PrA - Promoter, Active, PrW - Promoter, Weak, PrB - Promoter, Bivalent, PrF - Promoter, Flanking Region, EnSd - Enhancer, Strong TSS-distal, EnSp - Enhancer, Strong TSS-proximal, EnW - Enhancer, Weak, EnPd - Enhancer, Poised TSS-distal, EnPp - Enhancer, Poised TSS-proximal, TrS - Transcription, Strong, TrP - Transcription, Permissive, TrI - Transcription, Initiation, HcP - Heterochromatin, Polycomb-associated, HcH - Heterochromatin, H3K9me3-associated, Ns - No significant signal. **c** Enrichment of hallmarks of aging gene sets in genes associated with five representative clusters. **d** A scheme presenting nonlinear DNA methylation trajectories dividing lifespan into three stages and their main features. **e** Gene ontology (GO) analysis of genes associated with clusters C2, C3, and C4. GO terms were functionally grouped. A comparative analysis of C2 and C3 vs C4 genes is presented in Supplementary Fig. 2c. In **b**, **c** OR odds ratio. Source data are provided as a Source Data file.

We selected the five most prominent clusters representative of different trajectories for further analysis. This selection includes the largest linear cluster, C1, representing global age-associated hypermethylation. Similarly, we find another yet smaller linear cluster, C5, exhibiting hypomethylation during aging (Fig. 2a). Additionally, we identified three clusters showing a markedly nonlinear behavior during specific life stages (Fig. 2a). Specifically, clusters C2 and C3 show abrupt methylation increases during the early-to-mid-life transition between month 3 and month 9. One of the genes potentially affected by CpGs following this trajectory is *Zcchc3* (Fig. 2d), zinc finger CCHC-type containing three genes which play a vital role in the innate immune system^18,19^. Other genes with the most CpGs associated with clusters C2 and C3 are *Ajap1* and Protocadherins Gamma genes (*Pcdhg*, Supplementary Fig. 2a). Ajap1 is a structural protein involved in numerous human malignancies and correlates with tumor growth and survival^20^. The cell surface glycoproteins Protocadherins Gamma (Pcdhga1-9, Pcdhgb1-4) are linked to differentiation, cancer, aging, neurological disorders, and muscle weakness^21,22^.

Analogously, cluster C4 exhibits sudden hypermethylation during the mid-to-late-life transition (>15 mo), as shown for gene *Nkx6-2* (Fig. 2d). NK6 Homeobox 2 transcription factor regulates multiple developmental processes with a leading role in neurogenesis^23,24^ and pancreatic development^25^. Interestingly, this gene was recently found to be associated with delta age, a biomarker of brain aging that captures differences between the chronological age and the predicted biological brain age^26^. Moreover, cluster C4 is strongly linked to many other genes with known age-associated functions, such as *Satb1*, *Nova1*, *Adra2c*, *Pax5*, *Zeb1*, and *Dmrta2*^27–35^(Supplementary Fig. 2a).

To explore the epigenomic context of cytosines from different clusters, we evaluated the enrichment of ENCODE chromatin states of murine intestines^36^ at the time of birth (P0) in terms of odds ratios (OR) (Fig. 2b). Notably, cytosines associated with different life stage transitions show apparent differences in their epigenomic context. Also, clusters with similar methylation trajectories show similar epigenetic patterns and are grouped together by hierarchical clustering (e.g., C3, C17, C13, and C2 or C4 and C19, Fig. 2b). Cytosines affected by mid-to-late-life transition in C4 are typically lowly methylated, show comparably minor methylation gains (Fig. 2a), and are strongly enriched in bivalent promoters (OR = 25). Bivalent chromatin is characterized by simultaneous occupancy with activating (H3K4me3) and repressing (H3K27me3) histone marks and is often involved in regulating developmental genes in stem cells^37–39^. Moreover, C4 CpGs are strongly overrepresented at binding sites of Polycomb repressive complex 2 (PRC2) proteins (Suz12, EZH2, and Jarid2, Supplementary Fig. 3c), which repress gene expression at bivalent promoters and are implicated in cancers and developmental disorders (reviewed in ref. ^40^). Strikingly, 86% (4372 out of 5091) cytosines of C4 are found within binding sites of Mtf2, a recruiter of the PRC2 (Supplementary Fig. 3c).

In contrast, cytosines in C2 and C3 showing early-to-midlife transition accumulate in potent proximal enhancers and H3K9me3-associated heterochromatin (Fig. 2b). H3K9me3 is vital for heterochromatin organization and genome integrity^41^ and for establishing and maintaining cell identity by repressing lineage-inappropriate genes (reviewed in ref. ^42^). Moreover, it was shown that H3K9me3 recruits DNA methyltransferase 1, promoting the maintenance of DNA methylation^43^. Additionally, we observe a strong enrichment of cytosines from C2 and C3 in binding sites of the immunoregulatory transcription factor Gata1 (Supplementary Fig. 3c).

The cytosines from clusters C1–C4 follow a similar genomic distribution, with most cytosines located in introns, exons, and promoters (Supplementary Fig. 3d).

It is important to note that the only cluster with cytosines showing a gradual decrease of methylation during aging (C5; 1.2% of all clustered cytosines) differs markedly from its hypermethylated counterparts in terms of the epigenomic contexts (Fig. 2b) and genomic distribution with almost 80% of cytosines located in exons and introns (Supplementary Fig. 3d).

To further explore the potential function of genes associated with nonlinear trajectories, we have tested whether the clusters are enriched for gene sets associated with hallmarks of aging proposed by ref. ^44^. To this end, we used lists of genes associated with the nine aging-related processes compiled by ref. ^8^. The odds ratios for the nine gene sets show a distinct pattern for the prominent clusters C1–C5 (Fig. 2c). Interestingly, the mid-to-late-life cluster C4 is highly enriched for stem cell exhaustion which goes in line with the occupancy of bivalent chromatin by C4 cytosines. Moreover, C4 genes are associated with cellular senescence. The early-to-midlife clusters C2 and C3 are enriched for stem cell exhaustion and epigenetic alterations (Fig. 2c).

Next, we sought to evaluate whether DNA methylation at cytosines following nonlinear trajectories corresponds rigidly to chronological age or can be modified. To this end, we analyzed publicly available bisulfite sequencing datasets and found that 5mC levels respond to different experimental conditions. Specifically, mice with an intestinal infection^45^ show older methylation profiles in nonlinear clusters compared to controls (Fig. 3). Strikingly, colon organoids derived from 40 days old mice^46^ show an extremely aged methylation profile with almost full hypermethylation even after only 2 months of culture (Fig. 3).

**Fig. 3:**
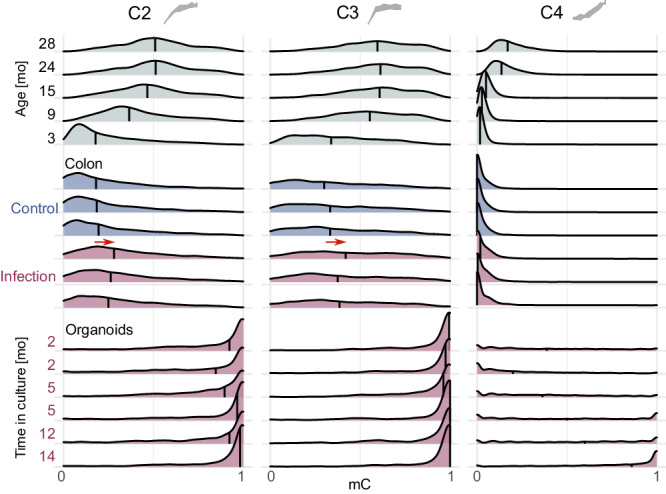
DNA methylation of CpGs following nonlinear trajectories in publicly available bisulfite sequencing datasets. Upper panel, DNA methylation of CpGs from most abundant nonlinear clusters C2, C3, and C4 from this study. Middle panel, reduced representation bisulfite sequencing (RRBS) data of colon samples from 27 weeks old mice with and without infection with *Helicobacter hepaticus*^45^. Red arrows highlight the shifts in the median between the two experimental conditions. Bottom panel, RRBS of colon-derived organoids^46^. The culture was established from the colon crypts of 40-day-old mice and continued for the periods indicated by the labels. Vertical lines in the density plots correspond to the methylation median. Source data are provided as a Source Data file.

In summary, we identified loci undergoing sudden hypermethylation during aging. Their nonlinear trajectories divide lifespan into three major epigenetic stages (Fig. 2d). Importantly, DNA methylation transitions are not accompanied by considerable shifts in cell type composition (Supplementary Fig. 4). 

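Cell type composition was examined in the RNA-seq counts of the colon tissue of 83 mice, with 16 mice each at 3, 9 and 15 months, 17 at 24 months and 18 at 28 months. For each of 17 cell types, the log2 CPM (counts scaled to the normalized library size) of 3 to 7 marker genes, with a prior count of 2, were averaged in every mouse to a score. A score follows the RNA of the markers in bulk tissue and is not a proportion of cells. Between 3 and 9 months, no score differed at an adjusted p-value below 0.1 (two-sided permutation test with 100000 resamples, Benjamini-Hochberg adjustment over the 17 scores, lowest adjusted p = 0.309). Without the adjustment, 2 scores had a p-value below 0.05 in this comparison, the enterocyte score (permutation p = 0.0364) and the plasma cell score (permutation p = 0.0272). The smooth muscle (0.32), B cell (-0.34) and plasma cell scores (0.26) differed by more in size than any score called between 15 and 24 months. For smooth muscle the SD was 0.905 at 3 months, against 0.142 at 15 months (n = 16 each). The lack of calls between 3 and 9 months therefore does not show a stable composition. Between 15 and 24 months, the score of intestinal stem cells differed by 0.02 on the log2 scale (adjusted permutation p = 0.736) and that of smooth muscle by 0.13 (adjusted permutation p = 0.139). The goblet cell score was 11.3 ± 0.223 (SD, n = 16) at 15 months and 11.1 ± 0.158 (SD, n = 17) at 24 months, a difference of -0.23 (adjusted permutation p = 0.0101). This difference was -0.26, -0.26 and -0.13 in the 3 library preparation batches, and 2 of the 17 mice aged 24 months lay above the 15-month median. The enteroendocrine score differed by -0.18 (adjusted permutation p = 0.0154), with -0.13, -0.19 and -0.22 in the batches and 0 of the 17 mice above the 15-month median. The tuft cell score differed by -0.21 (adjusted permutation p = 0.0154), with -0.24, -0.20 and -0.13 in the batches and 1 of the 17 mice above that median. The enterocyte score differed by -0.12 (adjusted permutation p = 0.0744), but in the third batch the difference was close to 0, and 5 of the 17 mice lay above the median. Outside the epithelium, 3 scores were higher at 24 months. These were the endothelial score, by 0.19 (adjusted permutation p = 0.00731, 16 of the 17 mice above the 15-month median), the macrophage score, by 0.25 (adjusted permutation p = 0.0101, 16 of 17) and the enteric glial score, by 0.21 (adjusted permutation p = 0.0153, 12 of 17). Over all 5 ages, a permutation test of the Kruskal-Wallis statistic was used, with ages shuffled within library batch. By this test the endothelial (adjusted permutation p = 0.00034) and macrophage scores (adjusted permutation p = 0.00175) differed, but the enteric glial score did not (adjusted permutation p = 0.338). The goblet, enteroendocrine and tuft cell scores had the lowest adjusted permutation p (5.667e-05 each). Their means were lower at 28 than at 24 months, at 10.8, 4.70 and 2.19. The enterocyte (adjusted permutation p = 4.76e-04), proliferating cell (0.00291) and plasma cell scores (0.00175) differed as well. With the median over the markers in place of the mean, the stem cell difference was -0.08 and so changed its sign.

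**Figure D1:**
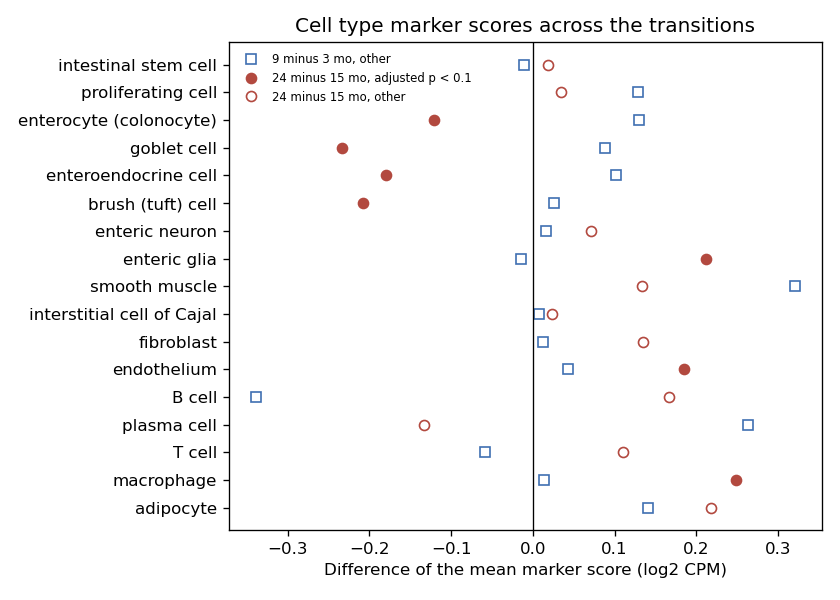
Difference in the mean marker score (log2 scale, horizontal axis) of each of the 17 cell types (vertical axis) between 3 and 9 months and between 15 and 24 months, with filled symbols where the adjusted permutation p-value is below 0.1. All filled symbols belong to the comparison of 15 and 24 months, with the macrophage score at 0.25 and the goblet cell score at -0.23 as the extremes among them.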

Our data suggest that cytosines undergoing mid-to-late-life transition are associated with effects on PRC-controlled developmental programs, which may affect stem cell function. In contrast, changes between early life and midlife may reflect the maturation processes of the organ. Although cytosines from the two transitions differ, as well as the majority of associated genes (Supplementary Fig. 2b), gene ontology (GO) analysis indicated that affected genes are involved in similar processes, such as development, regulation of transcription, and transsynaptic signaling (Fig. 2e and Supplementary Fig. 2c).

### Nonlinear gene expression trajectories in aging

To evaluate gene expression patterns of genes overlapping with CpGs following nonlinear DNA methylation trajectories, we conducted bulk RNA-Seq analysis on all the samples. 

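RNA was sequenced from the colon of each of 83 male mice, 16 at 3 months, 16 at 9 months, 16 at 15 months, 17 at 24 months and 18 at 28 months. Libraries of polyadenylated RNA kept the strand of the transcript and were prepared in 3 batches, each of which held 4 to 7 mice of every age. The authors removed adapters and low-quality bases, aligned the read pairs to GRCm38 with Hisat2, kept uniquely mapped pairs and counted them on Ensembl genes with featureCounts. They deposited the counts of each mouse without normalization. The table lists 37764 genes. Between 23026370 and 75838290 read pairs per mouse were counted on genes, with a median of 35495123. At 3 months the totals ranged from 26758538 to 46046256 (median 36054912), at 9 months from 25983591 to 56630493 (median 34679003) and at 15 months from 30201621 to 52924608 (median 34386697). At 24 months they ranged from 27802569 to 50861544 (median 36716280) and at 28 months from 23026370 to 75838290 (median 35459059.5). The 10 most counted genes took 8.64% ± 0.292 of the counts at 3 months (SD, n = 16), 9.08% ± 0.303 at 9 months (SD, n = 16), 9.12% ± 0.447 at 15 months (SD, n = 16), 8.55% ± 0.315 at 24 months (SD, n = 17) and 8.32% ± 0.439 at 28 months (SD, n = 18). Counts of 2 mice of the same age differed by more than the sampling noise in each of the 649 pairs, by a factor of at least 10.9 over genes with 50 counts or more, so each mouse was kept as 1 replicate. The counts were normalized by edgeR's trimmed mean of M values (TMM) and tested with its quasi-likelihood test, with age and library batch in 1 model over all mice. The test covered 18325 genes that passed edgeR's filter on low counts, and genes with a Benjamini-Hochberg adjusted p-value below 0.1 were called differentially expressed, the threshold of the paper. For expression levels, CPM is the count scaled to the TMM-normalized library size, and TPM divides each count by the merged exon length of the gene, which 37652 of the listed genes have in the GRCm38 annotation used here. Reads that could align to more than 1 place were left out by the authors, so genes with near-identical copies are counted low. The filter on low counts, the threshold on the adjusted p-value and the ages included in the model are the choices that moved the number of genes between 3 and 9 months by more than 1.5 times, while other size factors moved it less.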

The vast majority of genes from the nonlinear DNA methylation clusters are active (see Methods, Supplementary Fig. 3b). 

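A gene is active in an age group where its mean TPM is above 0, which for counts means at least 1 read pair in at least 1 mouse. Of the 37764 listed genes, 32767 were active at 3 months, 32869 at 9 months, 32998 at 15 months, 33575 at 24 months and 33339 at 28 months. The definition has no lower limit besides 0, and with a mean CPM of at least 1 required, 14868 genes were active at 3 months and 15029 at 24 months. For the methylation clusters, the 1999 clustered CpGs listed for chromosome 1 between positions 4491976 and 75506059 (GRCm38) were used. Of these, 181 belong to C4, 76 to C2 and 43 to C3. They are only a part of the paper's list of clustered CpGs, so genes elsewhere in the genome are not covered. A CpG was given to a gene when it lay in the gene or within 1000 bp upstream of its start. By this assignment, 26 protein-coding genes carried C4 CpGs and 30 carried C2 or C3 CpGs. Of the 26 genes with C4 CpGs, 25 were active at 3, 9 and 24 months and 26 at 15 and 28 months. Of the 30 genes with C2 or C3 CpGs, 29 were active at 3 and 15 months, 28 at 9 and 24 months and all 30 at 28 months.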

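The active genes of each age group were divided into 10 expression deciles by their mean TPM. On the listed part of chromosome 1, the median decile at 15 months was 5 for the protein-coding genes with C2 or C3 CpGs and 5 for those with C4 CpGs. Deciles 6 to 10 held 12 of the 30 genes with C2 or C3 CpGs (40.0%) and 11 of the 26 genes with C4 CpGs (42.3%). Some genes carry CpGs of both kinds. Among genes with only 1 kind, deciles 6 to 10 held 5 of 17 genes with C2 or C3 CpGs and 4 of 13 genes with C4 CpGs (odds ratio 0.938, two-sided Fisher's exact test, p = 1.0). With so few genes, this test cannot decide which kind is more highly expressed over the whole genome.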

When comparing the gene expression deciles, we observe that genes associated with early-to-mid-life methylation changes show higher expression levels compared to those related to mid-to-late-life transition (Supplementary Fig. 3b). 

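Between 15 and 24 months, 2476 of the 18325 tested genes differed at an adjusted p-value below 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 1150 were higher and 1326 lower at 24 months. The median size of the change was 0.21 on the log2 scale, and 189 genes changed by more than 1.5-fold. Of the 2476 genes, 2409 were also called by DESeq2. Among genes with a mean CPM of at least 1 and the same direction in each of the 3 library batches, the rise of Tfap2a (ENSMUSG00000021359, chromosome 13, 40715302 to 40738376, GRCm38) was the largest, from 0.172 ± 0.0594 CPM (SD, n = 16) to 2.32 ± 0.248 CPM (SD, n = 17). Its log2 fold change was 3.73 (standard error 0.18, adjusted p = 1.79e-30 from the same edgeR test) and 3.18, 3.48 and 3.58 within the 3 batches. The other 2 largest rises and 2 of the 3 largest falls belong to immunoglobulin variable segments, which share sequence with each other. The values of Igkv7-33 and Ighv1-58 at 24 months and of Ighv13-2 at 15 months rest on 1 mouse each, which held 74.4%, 80.5% and 72.0% of the summed CPM. Mptx1 fell by 1.32 on the log2 scale (standard error 0.49, adjusted p = 0.0810 from the same edgeR test, with a range from 0.0352 to 0.137 over the alternatives). In the listed part of chromosome 1, 42 tested genes carried at least 1 clustered CpG. Of these, 4 of 22 with C4 CpGs and 3 of 20 without C4 CpGs differed between 15 and 24 months (odds ratio 1.26, two-sided Fisher's exact test, p = 1.0). Restricted to genes that differed between any pair of ages, the numbers were 4 of 15 and 3 of 12 (odds ratio 1.09, two-sided Fisher's exact test, p = 1.0). The CpGs used cover only a part of chromosome 1. With so few genes, these tests cannot decide whether genes with C4 CpGs are enriched over the whole genome.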

Interestingly, CpGs undergoing a nonlinear mid-to-late-life transition (C4) also enrich in genes differentially expressed between 15 and 24 months (*p* value = 0.007, Fisher’s exact test). Specifically, 13% of genes with C4 CpGs are also differentially expressed between 15 and 24 months.

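The list of clustered CpGs used here placed C4 CpGs in 35 genes on chromosome 1, of which 32 are in the deposited table and 22 were tested. Of the 35 genes, 4 (11.4%) differed between 15 and 24 months, which is 18.2% of the tested genes. All 4 were higher at 24 months, and DESeq2 also called 4. They were named after their values were seen. Msc (chromosome 1, 14753346 to 14755992, GRCm38) rose by 0.65 on the log2 scale (standard error 0.14, adjusted p = 0.00142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and carries 1 C4 CpG. Sox17 (4490931 to 4497354) rose by 0.27 (standard error 0.09, adjusted p = 0.0509 from the same test) and carries 17 C4 CpGs. Aff3 (38177326 to 38664955) rose by 0.29 (standard error 0.11, adjusted p = 0.0792) and Adam23 (63445891 to 63596276) by 0.17 (standard error 0.07, adjusted p = 0.0991 from the same edgeR test). With no filter on low counts, Aff3 (adjusted edgeR p = 0.14) and Adam23 (0.16) did not pass the threshold, and Adam23 did not pass it with no batch term (0.123) or with smooth muscle and B cell scores as covariates (0.125) either. Over the alternatives, the adjusted p ranged from 0.0485 to 0.14 for Aff3 and from 0.0599 to 0.16 for Adam23. With each of the 17 mice aged 24 months left out in turn, Aff3 did not pass the threshold in 5 fits and Adam23 in 6. Of the genes with listed CpGs but no C4 CpG, 3 of 44 (6.82%) differed between 15 and 24 months, which is 15.0% of those tested. Of the genes with C2 or C3 CpGs, some of which also carry C4 CpGs, 5 of 46 (10.9%) did, which is 21.7% of those tested.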

To identify genes with the same trajectory on DNA methylation and expression levels, we clustered genes showing age-dependent dynamics based on their expression trajectory during the lifespan. To this end, we applied the same strategy as in the case of DNA methylation analysis. 

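Genes were compared between all 10 pairs of ages. Between 3 and 9 months, 1593 genes differed, 667 of them higher and 926 lower at 9 months. Between 9 and 15 months, 79 genes differed, of which 46 were higher at 15 months, and 1683 genes had an unadjusted p-value below 0.05. Between 24 and 28 months, 2139 genes differed, with 1038 higher and 1101 lower at 28 months. The comparisons across a longer interval gave 1420 genes between 3 and 15 months, 6316 between 3 and 24 months, 9046 between 3 and 28 months, 2837 between 9 and 24 months, 7336 between 9 and 28 months and 7761 between 15 and 28 months. The median size of the change was 0.21 on the log2 scale both between 3 and 9 months and between 24 and 28 months. In total, 12703 genes differed in at least 1 comparison, 69.3% of those tested, and 10979 of them are protein-coding. With DESeq2, the tool named in the methods, 14067 genes differed in at least 1 comparison, 12236 of them shared with edgeR. The alternative that moved the number between 3 and 9 months most was an adjusted p-value below 0.05, which left 759 genes.

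**Figure D2:**
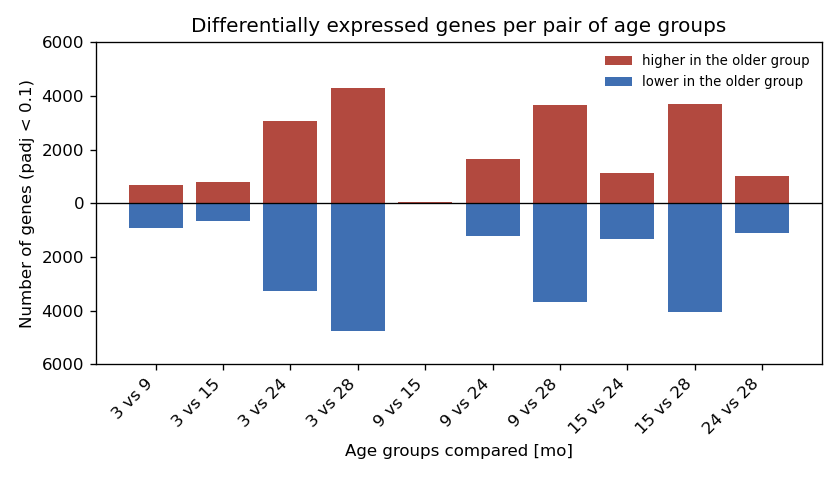
Number of genes (vertical axis) higher and lower in the older group at an adjusted p-value below 0.1 for each pair of ages in months (horizontal axis). The bars are lowest between 9 and 15 months, with 46 genes higher and 33 lower, and highest between 3 and 28 months, with 4299 higher and 4747 lower.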

First, we identified all pairwise differentially expressed genes across the age groups (*n* = 14,061) and conducted five rounds of unsupervised clustering based on gene expression Z-scores. 

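The expression trajectories of the 12703 genes were compared with 5 fixed shapes in place of the clust software, which was not used here. The shapes were a step after 3, 9, 15 or 24 months and a straight line in age. A gene was given to the shape with which its 5 age-group means in CPM correlated most, if Pearson's r was at least 0.9 in size, and 6361 genes met no shape at this limit. A rise in a step after 15 months described 954 genes, 7.51% of the total. Their mean Z-score was -0.72 at 3 months, -0.70 at 9 months, -0.66 at 15 months, 0.91 at 24 months and 1.17 at 28 months. Of these genes, 528 also differed between 15 and 24 months in the test. A rise along a straight line described 1061 genes, with mean Z-scores of -1.17, -0.55, -0.19, 0.70 and 1.22 at the 5 ages. A rise in a step after 24 months described 826 genes. The limit on r moved these numbers most. At 0.8 a rise in a step after 15 months described 1361 genes and a rise along a straight line 1298. At 0.95 the numbers were 507 and 597.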

Interestingly, the largest gene expression cluster, CE1 (*n* = 2483), exhibits an expression gain between 15 and 24 months (Fig. 4a). Together with CE6 (*n* = 801), CE1 indicates the existence of mid-to-late-life transition on the expression level. 

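A fall in a step after 15 months described 838 genes, 6.60% of the genes that differed between any ages, with mean Z-scores of 0.71, 0.60, 0.76, -0.83 and -1.24 at 3, 9, 15, 24 and 28 months. Of these genes, 477 differed between 15 and 24 months. A straight-line fall described 1096 genes and a fall in a step after 24 months 590 genes. A departure from a straight line in age was tested with the quadratic, cubic and quartic terms of age together, and 2969 genes departed at an adjusted p-value below 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These include 949 of the genes that differed between 15 and 24 months. How many of the genes given to a step are among the 2969 is not given here. The paper clusters the genes that differ between any ages by the Z-scores of their age-group means. From the gain of CE1 between 15 and 24 months, together with CE6, the paper reasons that there is a transition of this kind in expression.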

Similar to the above, C4 CpGs significantly enrich in CE1 and CE6 genes (*p* value = 0.02, Fisher’s exact test). 

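The overlap was examined for genes given to a step after 15 months in either direction, since the lists of CE1 and CE6 genes were not used here. On the listed part of chromosome 1, 27 genes that differed between any ages carried at least 1 clustered CpG. Of the 15 with C4 CpGs, 3 followed a step after 15 months, and of the 12 without C4 CpGs, 0 did (two-sided Fisher's exact test, p = 0.231). This test was added after the values were seen. All 3 step genes carried C4 CpGs, so no stronger enrichment was possible with these genes. The test could therefore not have passed, and it leaves the paper's enrichment undecided.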

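A fall in a step after 3 months described 479 genes, with mean Z-scores of 1.69 at 3 months, -0.34 at 9 months, -0.26 at 15 months, -0.53 at 24 months and -0.57 at 28 months. Of these, 240 differed between 3 and 9 months. A rise in a step after 3 months described 168 genes, of which 84 differed between 3 and 9 months. For comparison, a step after 9 months described 177 rising and 153 falling genes. Of the genes that differed between 3 and 9 months, 810 departed from a straight line in age (adjusted p below 0.1 for the higher age terms, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In all, 313 genes differed both between 3 and 9 months and between 15 and 24 months. The largest falls between 3 and 9 months among genes with a mean CPM of at least 1 and the same direction in every batch were those of Ighv1-47, Rps4l and Hspa1a. Rps4l, annotated as a pseudogene in GRCm38, fell by 2.37 on the log2 scale (standard error 0.14, adjusted p = 1.20e-23 from the same edgeR test). Hspa1a, which has a near-identical copy, fell by 2.32 (standard error 0.37, adjusted p = 7.05e-06 from the same test), and 1 mouse held 30.0% of its summed CPM at 3 months. Ighv1-47 rested on 1 mouse with 79% of its summed CPM. The largest rises were those of the secretoglobin genes Scgb2b20 and Scgb1b3, paralogs whose reads the counting could split, at 2.67 and 2.39 on the log2 scale, and of the immunoglobulin segment Igkv4-74 at 2.33, of whose summed CPM at 9 months 1 mouse held 51.3%.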

Additionally, we found cluster CE5 (*n* = 761) to show an early-to-mid-life transition.

**Fig. 4:**
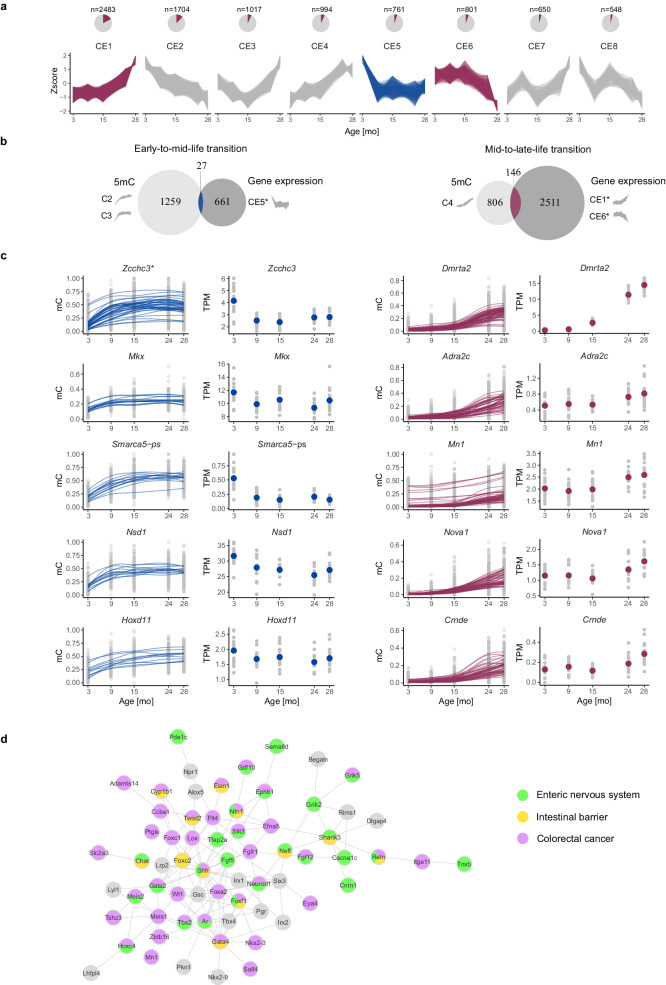
Nonlinear gene expression trajectories in aging mouse colon. **a** Pie charts illustrating the gene proportions within specific clusters relative to all differentially expressed genes (top). Gene expression trajectories during aging as Z-scores (bottom). Blue shading—cluster corresponding to early-to-mid-life transition, red shading—clusters corresponding to mid-to-late-life transition. **b** Genes overlapping with at least one CpG following early-to-mid-life or mid-to-late-life methylation trajectory were intersected with genes following the same type of transition on gene expression level. * - only genes covered in the RRBS dataset were included in the analysis. **c** Top five genes with the highest number of CpGs undergoing either early-to-mid-life transition (left) or mid-to-late-life transition (right) were selected from the intersection sets depicted in **b**. Each smoothed line corresponds to one CpG. Colored dots represent the mean TPM for an age group. * - the same set of CpGs was annotated to *6820408C15Rik* (Supplementary Fig. 5) **d** STRING protein–protein interaction network created from genes following a mid-to-late-life trajectory on both DNA methylation and gene expression levels. Genes with known functions in the enteric nervous system, intestinal barrier, and/or colorectal cancer are marked with specific coloring. Supplementary Table 1 contains corresponding references related to the functions of genes from the network. Source data are provided as a Source Data file.

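The genes shown in Fig. 4c were examined between the ages of their transition. Zcchc3 (ENSMUSG00000074682, chromosome 2, 152411955 to 152415027, GRCm38) had 3.76 ± 0.984 CPM (SD, n = 16) at 3 months and 2.31 ± 0.411 CPM (SD, n = 16) at 9 months. Its log2 fold change was -0.70 (standard error 0.10, adjusted p = 1.43e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.72, -0.71 and -0.55 within the 3 library batches. Mkx fell by 0.22 on the log2 scale (standard error 0.06, adjusted p = 0.0248 from the same test), from 14.2 ± 1.69 to 12.2 ± 1.304 CPM (SD, n = 16 each). Nsd1 fell by 0.15 (standard error 0.04, adjusted p = 0.0326 from the same test), from 164 ± 11.8 to 148 ± 17.1 CPM (SD, n = 16 each). The change of Hoxd11, -0.19 (standard error 0.10, adjusted p = 0.292), did not pass the threshold. Smarca5-ps, a processed pseudogene whose reads could be shared with its parent gene, fell by 1.42 (standard error 0.20, adjusted p = 1.45e-07), on 18.4 counts per mouse at 3 months and 6.56 at 9 months. Among the mid-to-late-life genes, Mn1 rose by 0.28 between 15 and 24 months (standard error 0.09, adjusted p = 0.0471), from 4.24 ± 0.869 CPM (SD, n = 16) to 5.10 ± 0.718 CPM (SD, n = 17). Adra2c rose by 0.42 (standard error 0.17, adjusted p = 0.0982) and Nova1 by 0.28 (standard error 0.11, adjusted p = 0.0899). Both passed the threshold here but not with all genes tested, where the adjusted p-values of Adra2c and Nova1 were 0.176 and 0.157 on the same edgeR test. Neither passed it with no batch term (0.106 and 0.126) or with smooth muscle and B cell scores as covariates (0.166 and 0.138). Nova1 did not pass it with the replicate number as a block either (0.102). With each of the 17 mice aged 24 months left out in turn, Adra2c did not pass in 11 fits and Nova1 in 4. Over the alternatives, the adjusted p ranged from 0.0580 to 0.176 for Adra2c and from 0.0463 to 0.177 for Nova1. Crnde had a mean of 2.63 counts at 15 months and 4.18 at 24 months, below the filter on low counts, and was not tested. With no filter, its change was 0.57 (unadjusted p = 0.034 and adjusted p = 0.287 from the same edgeR test).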

Next, we identified 27 genes showing a simultaneous change in DNA methylation and gene expression during the early-to-mid-life transition and 146 genes during the mid-to-late-life transition (Fig. 4b, c). Many of the identified genes play essential roles in colon function. 

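Filip1l (ENSMUSG00000043336) lies on chromosome 16 of GRCm38 from 57353093 to 57573126 and is protein-coding. It had 99.9 ± 11.8 CPM (SD, n = 16) at 3 months, 87.4 ± 13.6 CPM (SD, n = 16) at 9 months, 92.5 ± 10.8 CPM (SD, n = 16) at 15 months, 90.2 ± 13.3 CPM (SD, n = 17) at 24 months and 86.8 ± 9.89 CPM (SD, n = 18) at 28 months. Between 3 and 9 months its log2 fold change was -0.20 (standard error 0.06, adjusted p = 0.0574 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.18, -0.08 and -0.35 within the 3 library batches. With no filter on low counts the adjusted p of this test was 0.111, within a range from 0.0309 to 0.111 over the alternatives. Between 9 and 15 months it changed by 0.08 on the log2 scale, between 15 and 24 months by -0.03 and between 24 and 28 months by -0.06, each within its standard error or close to it (0.06 in each case).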

For instance, *Filip1l*, which undergoes an early-to-mid-life transition, acts as a tumor suppressor in mucinous colon cancer^47^. Additionally, 66 genes following mid-to-late-life trajectory show strong interactions on the protein level based on the STRING database (Fig. 4d). 

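Of the 66 genes of the network, 59 passed the filter on low counts. The other 7 (Fgf5, Lrp2, Irx1, Six3, Pgr, Nkx2-9 and Sall4) were too low to test. Between 15 and 24 months, 48 of the 59 genes were higher at 24 months, and 24 passed an adjusted p-value of 0.1 over all tested genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 21 of them higher. With the adjustment over the 59 genes alone, 34 passed. In 10000 random lists of 59 genes matched on expression, the median number was 8 and the 95th percentile 13, and no list reached 24. The genes were chosen by the paper from these same data, so the comparison with random lists describes them and does not test the choice. The next largest rises after Tfap2a were those of Irx2, at 2.30 (standard error 0.19, adjusted p = 1.97e-16), and Gsc, at 1.58 (standard error 0.28, adjusted p = 1.06e-04). Both also rose between 3 and 9 months, Irx2 by 2.05 and Gsc by 1.48. Between 24 and 28 months they rose by a further 0.87 (adjusted edgeR p = 8.89e-05) and 0.63 (adjusted edgeR p = 0.0617). Irx2 correlated most with a step after 15 months (r = 0.921) and Gsc with a straight line (r = 0.936). Alox5, Neurod1 and Pde1c fell, by 0.32, 0.32 and 0.31 on the log2 scale (adjusted p = 0.0161, 0.0164 and 0.00314 from the same edgeR test).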

Strikingly, almost all genes from the network have known functions in colorectal cancer, intestinal barrier, or enteric nervous system. 

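Reln (ENSMUSG00000042453, chromosome 5, 21884454 to 22344702, GRCm38) had 11.2 ± 1.37 CPM (SD, n = 16) at 15 months and 12.9 ± 1.54 CPM (SD, n = 17) at 24 months. Its log2 fold change was 0.20 (standard error 0.06, adjusted p = 0.0365 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Within the 3 library batches the change was 0.04, 0.26 and 0.28, so it was close to 0 in the first. Reln reached 14.3 ± 2.17 CPM (SD, n = 18) at 28 months. Ntn1 (ENSMUSG00000020902, chromosome 11, 68209364 to 68400823), the netrin gene in the network, had 33.1 ± 4.57 CPM (SD, n = 16) at 15 months and 36.6 ± 4.35 CPM (SD, n = 17) at 24 months. Its log2 fold change of 0.15 (standard error 0.08) did not pass the threshold (adjusted p = 0.267 from the same edgeR test) and was 0.00, 0.12 and 0.32 within the batches. Over the 5 ages, the means of Ntn1 correlated most with a step after 15 months (r = 0.966) and those of Reln with a straight line (r = 0.94).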

The most exciting examples include *Reln* and *Ntn*, which are associated with all these mentioned functions^48–54^.

Overall, we identified genes that follow the same nonlinear trajectories on the gene expression level and DNA methylation of overlapping CpGs. These genes, particularly those associated with mid-to-late-life transition, encode crucial colon function and cancerogenesis regulators.

### Validation dataset

To validate the existence of nonlinear methylation trajectories during aging, we analyzed an independent set of 20 male C57BL6/J mice at four ages from another mouse facility: 3 mo (*n* = 4), 7 mo (*n* = 5), 12 mo (*n* = 5), and 27 mo (*n* = 6). To exclude potential artifacts, animal and sequencing facilities differed in the validation experiment. We used the same methodology to identify aDMRs in the validation set, resulting in 3336 merged aDMRs comprising 103,151 CpGs. In total, 74% (62,782) of the aDMR CpGs from our original analysis are located in aDMRs identified in the validation dataset—a surprisingly high value given all technical and biological variabilities (Fig. 5a). Likewise, the majority of the pairwise aDMRs determined in the original dataset could be validated by the independent set when the most similar age groups were considered (Supplementary Fig. 6a).

**Fig. 5:**
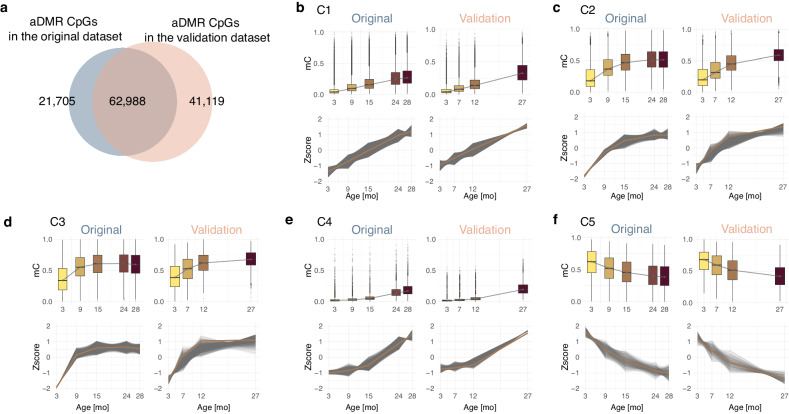
Validation dataset. **a** Overlap between differentially methylated regions in aging (aDMR) CpGs in the original and validation datasets. **b**–**f** Distribution of mean methylation levels by age group in the original dataset (left) and in the validation dataset (right) and the methylation Z-score trajectories during aging for clusters C1–C5, respectively. The yellow line indicates the cubic smooth spline of the Z-scores in the original dataset. For the validation dataset, 70% of the cytosines closest to the original trajectory in each cluster are plotted. Number of CpGs: *n* = 36,243 (C1 original) *n* = 24,920 (C1 validation); *n* = 4345 (C2 original) *n* = 2956 (C2 validation); *n* = 2989 (C3 original) *n* = 2025 (C3 validation); *n* = 5091 (C4 original) *n* = 3502 (C4 validation); *n* = 882 (C5 original) *n* = 602 (C5 validation). For the box plots, the center line shows the median, the box limits show the first and third quartiles, and the upper and lower whiskers extend from the hinge to the largest or the lowest value no further than 1.5× the interquartile range (IQR) from the hinge. Source data are provided as a Source Data file.

Further, we evaluated age-dependent methylation trajectories in the validation dataset. The validation data confirmed the trends in the linear clusters C1 and C5 and the nonlinear clusters describing early-to-midlife (C2 and C3) and mid-to-late-life transitions (Fig. 5b–f). Likewise, the methylation distribution in the young (3 mo), midlife (7–12 mo), and late-life mice (27 mo) is consistent with the methylation distribution in the original dataset in the corresponding life stage. Accordingly, the methylation Z-scores derived from the validation data follow the same linear trajectories in C1 and C5 (Fig. 5b–f) and nonlinear trajectories in clusters C2–C4 (Fig. 5c–e).

Taken together, our validation experiment confirms the linear and nonlinear methylation dynamics in aging mouse intestines.

### Cluster-based epigenetic clock STageR

Epigenetic clocks modeling the chronological age from 5mC levels are typically built using supervised machine learning methods such as elastic-net regression (reviewed in ref. ^10^). The application of these models typically relies on a fixed set of CpGs, i.e., the model CpGs. One of the shortcomings of such clocks is their lack of transferability, especially when using the popular RRBS protocol, where the number of sites captured and sufficiently covered is highly variable between datasets. To remedy this shortcoming, we propose to build aging clocks based on measures derived from highly correlated and thus redundant CpG methylation information. For instance, using the methylation centroids of the above-described clusters instead of single CpG values.

Here, we propose an epigenetic clockwise classifier STageR (STage of aging estimatoR) which predicts the underlying aging-stage based on limited methylation information. In particular, we perform a multinomial logistic elastic net regression to predict the aging-stage membership (early-, mid-, or late-life) of each sample based on the median methylation level of CpGs in three nonlinear clusters, C2, C3, and C4. Thus, in our case, the dimensionality of the feature space is dramatically reduced from more than 80,000 age-associated CpGs to only three methylation clusters (see the training set in Supplementary Fig. 7a). Our choice of early-to-mid-life (3–9 mo) and mid-to-late-life (15–24 mo) clusters is underpinned by a number of important observations: (i) hierarchical clustering of raw methylation data already results in the division of samples into three main groups, i.e., 3 mo, 9 and 15 mo, 24 and 28 mo (Fig. 1c), (ii) early-to-mid-life (C2 and C3), as well as mid-to-late-life (C4) methylation clusters, together with C1 and C6, were detected during the first clustering round with clust^17^, which indicates that the CpGs in these clusters exhibit a comparably strong signal, (iii) gene expression trajectories (Fig. 4a) support the timing of transitions identified on the level of DNA methylation. Specifically, cluster CE1 (the largest cluster) and CE6 support mid-to-late-life transition, and CE5 supports early-to-mid-life transition.

In a tenfold cross-validation, our methylation clock predicts the aging-stage membership without errors. Interestingly, the model achieves this optimal performance by reflecting the stage transitions in the model coefficients (Fig. 6b). For example, the early-to-midlife cluster C3 with the steep increase between 3 mo and 9 mo, has the largest positive coefficient in the early life stage. The other early-to-midlife cluster, C2, has the highest coefficient in the midlife stage. Differently, the mid-to-late-life cluster C4 has the largest positive coefficient in the late-life stage (Fig. 6b).

**Fig. 6:**
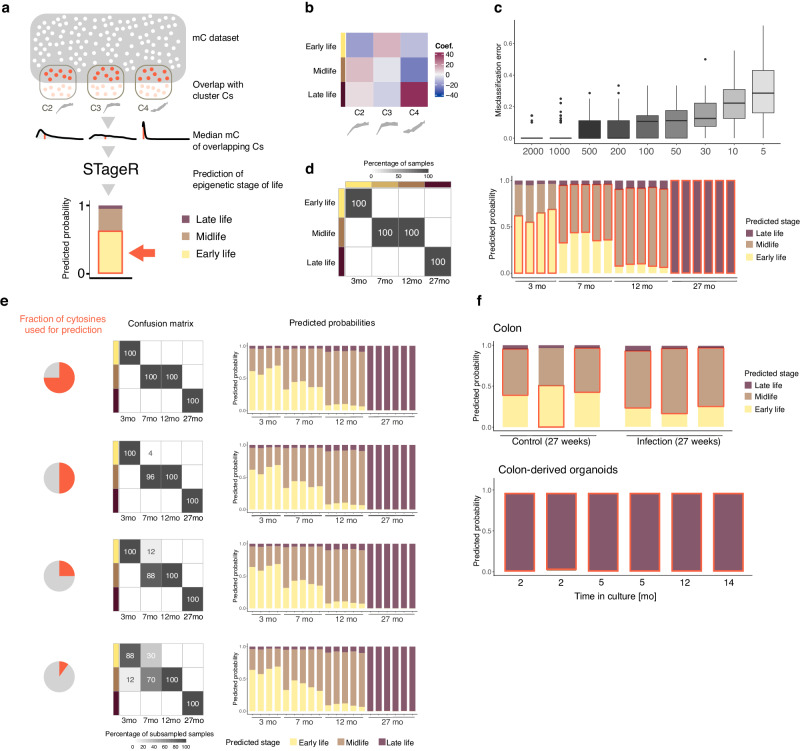
STageR - cluster-based epigenetic stage classifier. **a** Workflow of the epigenetic stage of life prediction using STageR. Firstly, the overlap between the query dataset and the nonlinear CpG clusters is identified. Median DNA methylation of overlapping CpGs is calculated, dramatically reducing the feature space’s dimensionality to three. STageR performs a multinomial logistic elastic net regression and assigns probabilities to the three epigenetic stages of life. The stage with the highest probability is highlighted in red in the bar plots. **b** Mean β-coefficients in the multinomial logistic regression of STageR for clusters in the model per life stage. The bottom panel shows the associated Z-score trajectories. **c** Misclassification error in tenfold cross-validation models with a subsampled number of cytosines in each cluster (x-axis), *n* = 100 for each box plot. For the box plots, the center line shows the median, the box limits show the first and third quartiles, and the upper and lower whiskers extend from the hinge to the largest or the lowest value no further than 1.5× the interquartile range (IQR) from the hinge. **d** STageR prediction for validation dataset. Left: Confusion matrix of predicted life stages (y-axis) for validation samples from four distinct age groups (x-axis). Right: Predicted probabilities for life stages (y-axis) for all validation samples (x-axis). Red boxes are drawn around the life stage with the maximum probability. **e** STageR prediction for subsampled data. Confusion matrices and predicted probabilities when using 75, 50, 25, and 10% (from top to bottom) randomly sampled cytosines from each cluster. **f** STageR predictions for publicly available datasets^45,46^. Source data are provided as a Source Data file.

To test the robustness of STageR, we randomly sampled a set of cytosines of a given size from each cluster, calculated then the cluster medians and used them for testing in each fold of cross-validation. Subsequently, we evaluated the misclassification error using a tenfold cross-validation. The entire procedure was repeated ten times, choosing different cytosines randomly in each repetition. Strikingly, the median misclassification error remained smaller or equal to 10% for a minimum of 100 cytosines per cluster (Fig. 6c). It increased to 13% for as little as 30 cytosines per cluster and rose over 20% only when ten or fewer cytosines per cluster were used.

Next, we tested STageR on the validation dataset. In summary, all 20 validation samples were correctly assigned to their aging stages, where the 3 mo mice were classified in early life, 7 mo and 12 mo mice in mid-life, and 27 mo mice in the late-life stage (Fig. 6d). Interestingly, the predicted probabilities of all three stages reflect the younger age of all 7 mo samples in comparison to 12 mo samples with larger predicted probabilities of early life stage while having their maximum in the midlife stage (Fig. 6d).

Subsequently, we tested STageR’s performance with incomplete methylation information. We sampled a fraction of overlapping cytosines in the validation dataset (75, 50, 25, and 10% of the original size, respectively) in each cluster, then calculated the sample median methylation and predicted the aging-stage using STageR. The results based on sampled medians confirm the robustness of STageR even for a small number of cytosines (Fig. 6e). The midlife (12 mo) and late-life (27 mo) samples were consistently correctly classified even when medians were determined on only 10% of the cluster cytosines. Early life samples were correctly classified using at least 25% of cytosines, showing a low misclassification rate (0.12) when using 10% of cytosines. A larger variability involving misclassifications was found only for the 7 mo samples when medians were based on 25% or less of all cytosines when these samples were partially misclassified to the early life stage. However, the mean predicted probabilities show consistent patterns for all subsampled samples and their corresponding aging stages (Fig. 6e).

Finally, we tested STageR on publicly available datasets^45,46^. The proportion of cytosines from clusters C2, C3, and C4 covered by the analyzed samples ranged from 20 to 80% (Supplementary Fig. 7b). We were able to correctly predict the aging-stage of 27 weeks (6,75 months) old mice based on their methylation levels measured in colon^45^ (Fig. 5f). Interestingly, STageR confirmed our previous observation of older methylation profiles in mice with an intestinal infection compared to controls. Specifically, STageR assigns higher probabilities of the midlife stage for mice infected with *Helicobacter hepaticus* than healthy mice (Fig. 6f). Strikingly, colon organoids derived from 40 days old mice^46^ are classified into late-life stages independently from time in culture (Fig. 6f).

Taken together, we defined a cluster-based epigenetic stage clock STageR that can capture the aging-related methylation dynamics even when using a minor proportion of the data. Our robust aging-stage classifier STageR can be easily applied to other datasets, even when a small proportion of cluster cytosines is covered.

## Discussion

The widespread successful application of DNA-methylation aging clocks demonstrates an intricate link between a critical component of the epigenome and the aging process in principle. By design, however, methylation clocks are typically geared to predict a sample’s chronological age based on methylation data from as few CpGs as possible. Differences between the predicted and the true age are subsequently interpreted as an acceleration or deceleration of aging. Unfortunately, little can be learned about the underlying molecular mechanisms driving the speed of aging from such a maximally reduced model. At first glance, one could imagine the aging epigenome as a weathering landscape exposed to constant erosion. Age-dependently and gradually increasing insufficiencies of the SAM cycle or decreasing methyl group availability, for example, could lead to a loss of CpG methylation at sites with a high DNA-methylation turnover. Clearly, linear models using methylation data of a comparably small set of such CpGs would be well-suited to reflect such a process. In this scenario, however, age-related epigenomic change is a consequence of a more profound aging process that might not contribute to aging itself. Tuning a model’s prediction performance while minimizing the necessary data at the same time thus yields the danger of missing essential aging processes. Consequently, investigating the methylome’s link to aging calls for alternative analyses.

We have explored nonlinear aspects of age-related 5mC changes to narrow this critical gap. Analyzing the data of aging mouse colon tissues, we have identified multiple sets of CpGs exhibiting sudden methylation changes at two different time points. One group of sets undergoes a rapid methylation change during the early-to-midlife transition, while another group exhibits accelerated methylation changes during the mid-to-late-life transition. Interestingly, DNA methylation switches at similar time points were observed in rat peripheral blood DNA^55^. Notably, the division of the lifespan into three stages is already supported by the raw methylation data (Fig. 1c). Our data goes in line with a digital aging hypothesis which views aging as a process consisting of discrete steps resulting from mechanisms showing variation in rate during lifespan^56^. The existence of transitions between discrete stages reveals the more controlled, or even programmed, nature of epigenetic aging and opens questions about the regulation and consequences of these abrupt changes. It also indicates that essential insights into the nature of aging may be missed when comparing only two ages.

The identified epigenetic transitions may have functional consequences. CpGs following the early-to-mid-life transition are strongly enriched in binding sites of Gata1, a critical transcription factor in the development of eosinophils^57^. These immune system cells were reported to play an important role in intestinal homeostasis, including the maintenance of barrier function^58^. Interestingly, the concentration of bacterial endotoxin, a marker of intestinal permeability, in mouse plasma increases markedly between 2 and 15 mo^59^. Hence, it is likely that early-to-mid-life transition changes affect the gut barrier.

In contrast, changes observed during the mid-to-late-life transition may affect the stem cell pool. It is well known that the function of intestinal stem cells (ISCs) declines with age (reviewed in ref. ^60^), but the underlying molecular processes are not well understood. We identify age-dependent nonlinear DNA methylation dynamics in regions important for ISCs function, such as bivalent chromatin and binding sites of PRC2 complex components. PRC2 regulates ISCs in adult mice by the maintenance of bivalent promoters^61^, and its deletion results in the loss of ISCs^62^. Moreover, genes overlapping CpGs following mid-to-late-life transition are associated with stem cell exhaustion, an important hallmark of aging. Hence, it is tempting to speculate that the nonlinear methylation changes are linked to the decline of ISCs function in aging. Although changes in methylation levels during mid-to-late-life transition are very subtle, they may have profound consequences if the ISCs population is affected. 

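Cdx1 (ENSMUSG00000024619, chromosome 18, 61018862 to 61036199, GRCm38) and Ehf (ENSMUSG00000012350, chromosome 2, 103263433 to 103303278) are both protein-coding. The source data of Supplementary Fig. 8 list 17 mice at 24 months, the number used here. Cdx1 had 337 ± 43.4 CPM (SD, n = 16) at 3 months, 311 ± 34.3 at 9 months (SD, n = 16), 311 ± 34.6 at 15 months (SD, n = 16), 280 ± 32.5 at 24 months (SD, n = 17) and 288 ± 19.8 at 28 months (SD, n = 18). Between 3 and 9 months its log2 fold change was -0.12 (standard error 0.05, adjusted p = 0.174 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was -0.12, -0.16 and -0.08 within the 3 library batches. Between 15 and 24 months the change was -0.16 (standard error 0.05, adjusted p = 0.0464 from the same test), and -0.13, -0.16 and -0.17 within the batches. With no filter on low counts this adjusted p was 0.101, within a range from 0.0155 to 0.101 over the alternatives. Ehf had 539 ± 60.6 CPM at 3 months (SD, n = 16), 494 ± 45.0 at 9 months (SD, n = 16), 496 ± 49.8 at 15 months (SD, n = 16), 459 ± 41.1 at 24 months (SD, n = 17) and 500 ± 65.1 at 28 months (SD, n = 18). Its changes of -0.12 between 3 and 9 months (adjusted p = 0.165) and -0.11 between 15 and 24 months (adjusted p = 0.167) did not pass the threshold of the edgeR test, and Ehf rose by 0.13 between 24 and 28 months (adjusted p = 0.0990). The departure from a straight line in age had an adjusted p of 0.441 for Cdx1 and 0.0721 for Ehf in the edgeR test.

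**Figure D3:**
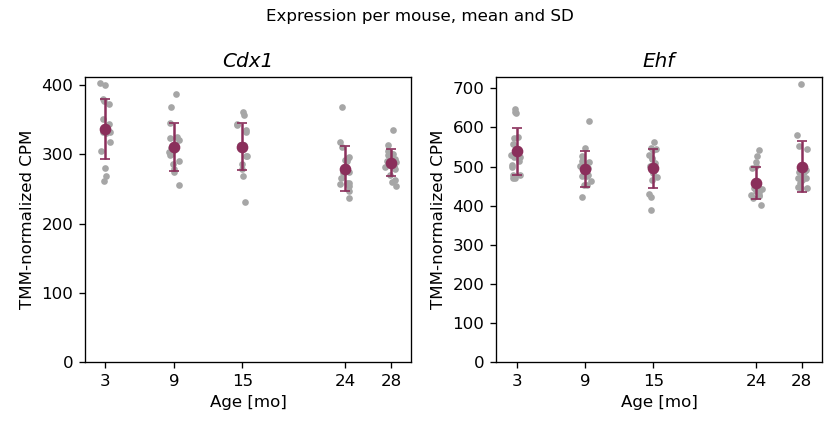
CPM of Cdx1 and Ehf (vertical axes) in each mouse (points) by age in months (horizontal axes), with the mean and SD of each age group. The mean of Cdx1 goes from 337 CPM at 3 months to 280 CPM at 24 months, and that of Ehf from 539 to 459 CPM and back to 500 CPM at 28 months.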

Strikingly, gene expression of Cdx1 and Ehf, transcription factors crucial for colonic differentiation^63^, follow a nonlinear trajectory with drops in expression coinciding with early-to-mid-life and mid-to-late-life transitions (Supplementary Fig. 8). Moreover, levels of apoptosis in the intestinal crypts after low-dose irradiation increase considerably in 29 mo mice compared to 18 mo and younger individuals^64^, indicating that after mid-to-late-life transition, ISCs are more sensitive to damage.

Furthermore, our gene set enrichment analyses consistently show strong associations between genes affected by nonlinear 5mC changes and the nervous system. Interestingly, mid-to-late-life transition, starting after 15 months, agrees well with the timing of the loss of enteric neurons, whose number stays stable for the first 16 months of life and starts to decline afterward^2^. Thus, nonlinear DNA methylation changes may affect not only ISCs but also neural progenitor cells. One supporting evidence for this is the considerable increase in transcription and methylation of *Dmrta2* during the mid-to-late-life transition (Fig. 4c). 

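Dmrta2 (ENSMUSG00000047143) lies on chromosome 4 of GRCm38 from 109978053 to 109983687 and is protein-coding. Its expression was 0.277 ± 0.105 CPM (SD, n = 16) at 3 months, 0.540 ± 0.169 CPM (SD, n = 16) at 9 months, 2.44 ± 0.737 CPM (SD, n = 16) at 15 months, 9.85 ± 1.57 CPM (SD, n = 17) at 24 months and 12.2 ± 1.54 CPM (SD, n = 18) at 28 months. The log2 fold change between 15 and 24 months was 2.01 (standard error 0.11, adjusted p = 1.82e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2.12, 2.02 and 1.99 within the 3 library batches. Between 9 and 15 months the change was 2.19 (standard error 0.13, adjusted p = 1.64e-23 from the same test), and between 3 and 9 months 0.95 (standard error 0.16, adjusted p = 1.97e-05 from the same test). Between 24 and 28 months it was 0.31 (standard error 0.10, adjusted p = 0.0527 from the same test). The mean count per mouse was 9.88 at 3 months and 373 at 24 months. Dmrta2 therefore passed the threshold in each interval. On the log2 scale its rise was largest between 9 and 15 months, and in CPM between 15 and 24 months, which is the longer interval.

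**Figure D4:**
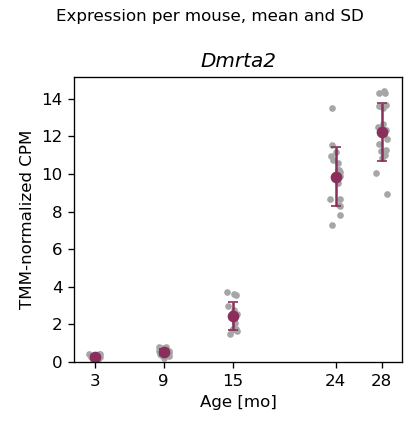
CPM of Dmrta2 (vertical axis) in each mouse (points) by age in months (horizontal axis), with the mean and SD of each age group. The mean goes from 2.44 CPM at 15 months to 9.85 CPM at 24 months.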

Dmrta2 controls the cell cycle of neural progenitor cells, and its increase suppresses differentiation^35^, which results in impaired neurogenesis. Furthermore, the motility of the colon, which is under the control of the enteric nervous system, undergoes changes coinciding with the timing of the mid-to-late-life transition. For instance, the total transit time is significantly prolonged in the colon from 24 mo mice compared to 18 mo and younger individuals^65^, which goes in line with the age-dependent changes in 5-HT signaling, a major regulator of colonic motility^66^. The enteric nervous system (ENS) communicates extensively with the central nervous system (CNS). Thus, it may not be surprising that cognitive decline in mice also occurs from the 15th month of age onwards^67^. Interestingly, many neurodegenerative diseases are accompanied by gastrointestinal symptoms, which can even manifest earlier than dysfunctions in the CNS (reviewed in ref. ^68^). Moreover, the human ENS was shown to express risk genes for extraintestinal diseases^15^. Therefore, future analyses of transitions between epigenetic stages in the intestine may shed light on the aging process of other organs as well.

Based on nonlinear DNA methylation trajectories, we built an epigenomic age classifier. Our model STageR predicts the epigenetic stage of life-based on median methylation values of the nonlinear methylation clusters. The utility of our model may be counterintuitive given the existence of highly accurate epigenetic clocks predicting chronological age. However, depending on the usage context, a classifier allowing for dividing the aging process into stages may be more practical. To date, biological markers stratifying aging into clear phases are lacking. We propose that nonlinear DNA methylation trajectories may be used to stage the aging process. In contrast to current epigenetic clocks, which convey little information on underlying molecular processes, our set of cytosines is highly enriched for specific features. Moreover, STageR overcomes a major technological bottleneck of current epigenetic clocks, which rely mostly on a predefined set of cytosines and can be used predominantly with data from the array technology. The set of loci used by STageR is highly redundant, allowing for input data flexibility and usage of WGBS or RRBS datasets. STageR lays a foundation for future developments in epigenetic age prediction.

The use of the RRBS protocol, which enriches CpG-rich regions, enabled us to achieve high coverages, facilitating the cost-effective identification of modest methylation changes. In turn, our analysis is therefore biased towards CpG-rich regions. The bias likely influences which trajectories are detectable, e.g., because CpG-rich regions such as CpG islands are frequently hypermethylated. Also, CpG-rich regions are frequently located in the vicinity of genes. Thus, trajectories specific to inter-genic regions are less likely to be captured. In the future, it will be interesting to employ whole genome bisulfite sequencing (WGBS) to profile DNA methylation across the entire genome. To conclude, we detect major nonlinearities in the progress of aging on the level of DNA methylation and propose a molecular basis as well as a tool for staging the aging process in the mouse colon. Characterizing differences between stages resulting from abrupt methylation changes is an exciting area for future investigation.

## Methods

### Animals

Male C57BL/6J/Ukj mice were bred in the Central Experimental Animal Facility (ZET) at Jena University Hospital, Jena, Germany. Mice were maintained at 22 ± 2 °C on a 14 h/10 h day-night cycle and at a relative humidity of 55 ± 10%. Mice had unlimited access to water and food (ssniff mouse V1534-300, ssniff Spezialdiäten GmbH, Soest, Germany). Mice at ages 3 (*n* = 16), 9 (*n* = 16), 15 (*n* = 16), 24 (*n* = 17), and 28 (*n* = 18) months were used (*n* = 83 total). All studies were performed in strict compliance with the recommendations of the European Commission for the protection of animals used for scientific purposes and with the approval of the local government Thüringer Landesamt für Verbraucherschutz, Germany (license TVA 02-024/15). Experiments are in accordance with the ARRIVE guidelines. This study was performed on male mice only. The inclusion of both sexes was not possible because of limited resources.

### Animals used for validation experiment

Animal experiments were approved by the state government of Thuringia under the animal experiment license FLI-17-024 and FLI-19-012. Male C57BL6/J mice were obtained from The Jackson Laboratory. The mice were kept in individually ventilated cages (IVCs) under Specific Pathogen Free (SPF) conditions with a 12 h/12 h dark/light cycle at a temperature of 20 °C and a relative humidity of 55% according to the directives of the 2010/63/EU and GV SOLAS. Animals were sacrificed at the age of 3 (*n* = 4), 7 (*n* = 5), 12 (*n* = 5), and 27 (*n* = 6) months.

### DNA and RNA extraction

For the extraction of genomic DNA and RNA, the mice were sacrificed by cervical dislocation. Subsequently, the colon was removed, rinsed with PBS, and cut lengthwise. After that, the tissue was divided lengthwise again and cut in the middle. The tissue was snap-frozen and the proximal section of the colon was used either for DNA or RNA extraction. Genomic DNA was isolated with the DNeasy Blood & Tissue Kit (Qiagen, Cat.no: 69504). For RNA isolation, all samples were homogenized in QIAzol Lysis Reagent (Qiagen, Cat.no: 79306), and 0.2 volumes chloroform (Sigma, Cat.no: C2432) were added. Following phase separation, the aqueous phase was transferred into a fresh tube, then 0.16 volumes of NaAc (2 M, pH 4.0) (Sigma, Cat.no: S7670) and 1.1 volumes isopropanol (Sigma, Cat.no: I9516) were added. The RNA was precipitated over night at −20 °C. After centrifugation, the pellet was washed with 75% ethanol (Merck, Cat.no: 1.00983.2500). Total RNA was re-suspended in water (Invitrogen; Cat.no: 10977-035) and stored at −80 °C until use.

### RRBS library preparation and sequencing

Reduced representation bisulfite sequencing (RRBS) libraries were prepared and sequenced at the CCGA Sequencing platform (Competence Center for Genomic Analysis - Kiel, Germany), using an in-house protocol. In brief, 200 ng of DNA was fragmented via a 5 h MspI-digest (New England Biolabs, Cat.no: R0106M), followed by TruSeq adapter ligation (Illumina, Cat.no: 20020595) and subsequent bisulfite conversion following the manufacturer&’s protocol (EZ DNA Methylation Gold Kit, Zymo Research, Cat.no: D5005). In order to assess bisulfite conversion efficiency, spike-in control oligos from a TrueMethyl kit (CEGX) were added prior to bisulfite conversion at a concentration of 0.4% (w/w). The bisulfite converted DNA was amplified in a 19-cycle PCR with Pfu Turbo Cx Hotstart DNA Polymerase (Agilent Technologies, Cat.no: 600410), and the resulting libraries were quality checked using 4200 TapeStation (Agilent Technologies, Cat.no: 5067-5584). Finally, the RRBS-libraries were pooled and sequenced in paired-end mode with 50 bp read lengths (S2 reagent kit, Illumina, Cat.no: 20028316) on a NovaSeq 6000 machine (Illumina).

### Validation samples

For sequencing of validation samples, Illumina’s next-generation sequencing methodology^69^ was used. In detail, genomic DNA was quality-checked and quantified using the 4200 TapeStation instruments in combination with the Genomic DNA ScreenTape (both Agilent Technologies). Libraries were prepared from 100 ng of input material using Ovation RRBS Methyl-Seq with TrueMethyl oxBS (Tecan, Cat.no: 0553-32). In detail, only the bisulfite part of the protocol was followed, oxidation of DNA was not done, and samples were treated as MOCK oxBS samples according to the manufacturer’s instruction. Quantification and quality checks of libraries were done using the 4200 TapeStation and D5000 ScreenTapes instruments (both Agilent Technologies). Libraries were pooled and sequenced on a NovaSeq 6000 (Illumina) using S1 100-cycle reagents (Illumina, Cat.no: 20028319). The system was running in 101 cycle/single-end/standard loading workflow mode. Sequence information was converted to FASTQ format using bcl2fastq v2.20.0.422.

### RRBS preprocessing

An in-house RRBS analysis pipeline was applied to obtain significantly differentially methylated regions within the mouse genome GRCm38 retrieved along with its gene annotation from Ensembl v102. The bisulfite conversion was measured across all cytosines of spike-in control sequences and was found to have a mean efficiency of 99.7%. According to inspections made from FastQC v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc) reports, low-quality sequences and Illumina universal adapter-, as well as poly mono-nucleotide content was removed from the 3’ end of the reads using Cutadapt v2.10^70^ (quality cutoff 20), thereby clipping end-repaired MspI cutting sites. The preprocessed data was then aligned to the reference genome using the bisulfite treatment aware mapping software segemehl v0.3.4^71,72^ with an adjusted accuracy (95%). Mappings were filtered by Samtools v1.12^73^ for uniqueness and properly aligned mate pairs. Overlaps with first mate sequences were trimmed off from the second mate utilizing BamUtil clipOverlap v1.0.14^74^. Afterward, methylation rates were reported for all cytosines within a CpG context that have a read coverage of at least 10. For this purpose, the data-adaptive variant caller haarz v0.3.0^75^ was used. One sample was excluded from downstream analysis as it was identified as an outlier in the principal component analysis (Supplementary Fig. 1a).

### RRBS data analysis

For further analysis, we included CpGs that were covered by at least eight biological replicates in all age groups (1,535,823 Cs in total), hereinafter referred to as background cytosines.

Principal component analysis was calculated using prcomp function in the R stats package. Samples were clustered using 10,000 randomly selected background CpGs using the hierarchical complete linkage clustering method and Euclidean distance of methylation levels.

For each pairwise combination of age groups (e.g. 3 months vs. 9 months, 3 months vs. 12 months, etc.), BEDTools v2.29.2^76^ was utilized to compile matrices of methylation rates. Afterward, significantly differentially methylated regions during aging (aDMRs) were called using metilene v0.2.8^77^ (*q* value ≤0.05 at a minimum of eight required CpGs per DMR and eight data points per condition and CpG). All aDMRs were then joined, resulting in 3981 aDMRs. CpGs overlapping the aDMRs were extracted, resulting in 84,693 CpGs, hereinafter referred to as aDMRs CpGs.

### Clustering

All aDMR CpGs were clustered based on the Z-scores of the age group mean methylation rate by clust v1.12.0^17^ with four iterations in total. After the first clustering round, 31% of aDMR-associated CpGs remained unclustered. Hence, three additional rounds of clustering in an iterative manner were performed resulting in 19 clusters comprising 94% of all aDMR CpGs.

### Annotations

aDMRs and aDMR CpGs were annotated to genes and genomic features using annotatr v1.20.0^78^ and TxDb.Mmusculus.UCSC.mm10.knownGene v3.10.0 R packages. The promoter region was set as 1 kbp upstream from the transcription start site (TSS). Random CpGs were sampled from background CpGs.

### Enrichment analyses

Tracks with regulatory elements from ORegAnno^79^ and ENCODE chromatin states from mouse intestine at P0^36^ were downloaded from UCSC Table Browser on 3 June 2019 and 25 May 2021, respectively. Overlap between CpGs undergoing different trajectories in aging and genomic features were performed with GenomicRanges v1.46.1^80^. Enrichments are presented as odds ratio (OR), and the *p* value was calculated with Fisher’s exact test using R fisher.test function (two-sided) and adjusted with the Benjamini–Hochberg method. For OR calculation aDMR CpGs were compared to the mean of ten randomized datasets of the same size drawn from background CpGs. ComplexHeatmap v2.10.0 was used for hierarchical clustering of age-dependent trajectories based on the calculated OR. Enrichment in tissue-specific genes was analyzed with TissueEnrich v1.14.0^81^.

Overlapping genes with aDMR CpGs and background CpGs were found using annotatr v1.20.0 when the CpGs overlapped the annotation of gene promoters, exons, introns, 5’UTRs or 3’UTRs in mm10 genome. GO enrichment analysis for molecular functions and biological processes was performed on all genes overlapping aDMR CpGs against genes overlapping background CpGs using clusterProfiler v4.2.2.

### Hallmark of aging enrichment analysis

Human genes associated with Hallmarks of Aging were obtained from^8^. Their mouse orthologs were found using Ensembl gene orthologs in biomaRt v2.50.3 and org.Mm.eg.db v3.14.0. Genes overlapping with CpGs in clusters C1–C5 were found using annotatr v1.20.0 and further filtered for genes with at least six CpGs from the corresponding cluster. Enrichments were calculated using GeneOverlap v1.30.0 for the set of each hallmark genes found also associated with the particular cluster against all genes that are associated with the particular cluster and have a human ortholog. Enrichments are presented as odds ratios (OR).

### Functional gene set enrichment analyses

Cytoscape v3.8.2 with a plug-in ClueGO v2.5.8^82^ was used for the gene ontology analysis and its visualization with the following settings: GO biological process, custom reference set (genes overlapping with background CpGs), right-sided hypergeometric test with Bonferroni step down correction, *p* value ≤0.05.

Ingenuity Pathway Analysis v70750971 (IPA, QIAGEN)^83^ was used for canonical pathway and potential upstream regulator analysis. Genes overlapping with background CpGs were used as a custom reference set, and *p* values were adjusted with the Benjamini–Hochberg method.

### RNA-Seq library preparation, sequencing, and data processing

RNA-sequencing libraries were prepared with the Illumina TruSeq Stranded mRNA Library Preparation kit according to the vendor’s protocol. The resulting libraries were sequenced on a NovaSeq 6000 machine in paired-end mode with read lengths of 100 bp. We employed cutadapt (v2.8) to remove adapter sequences from the raw reads with a minimum overlap of 3 bp and a maximum error tolerance for 10% mismatches (TrueSeq forward adapter = GATCGGAAGAGCACAC; TruSeq reverse complement universal adapter = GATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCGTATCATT). We did additional 3’-end quality trimming for a minimum Phred-score of 25, while also trimming poly-G ends due to Illuminas two-color chemistry dark-cycle issues, with the cutadapt option --nextseq-trim=25. An additional quality filtering step was done with PrinSeq Lite (v0.20.4) with a mean read quality over all bases of at least Phred-score 15, a maximum of 8 unknown basecalls, and minimum read lengths of 20 bp. Post-QC read qualities were visually checked using FastQC (v0.11.9). Using Hisat2 (v2.1.0) software, the filtered reads were mapped against the *Mus musculus* reference genome GRCm38 released by the European Bioinformatics Institute in version 99 (February 2020). Only uniquely mapped reads were kept, employing SamTools (v1.9) -F 256 flag. Gene abundances were counted for properly mapped read pairs, taking into account strandedness information (-s 2), with the tool “featureCounts” from the subread software (v2.0.1).

### RNA-seq data analysis

TPMs for all genes were calculated as raw read counts divided by the merged gene length in kilobases (RPKs) and normalized then by the scaling factor defined as the sum of all RPK values divided by 10^6^. For each age group, genes were categorized as active (mean TPM >0) or inactive (mean TPM = 0). Active genes were further divided into expression deciles, with the lowest expressed genes in the first decile and the highest expressed genes in the tenth. Differentially expressed genes (DEGs) were assessed with the R-package DESeq2 v1.40.2^84^. All samples were loaded and processed together with a design formula accounting for the library preparation batch and the age group as a factor. Pairwise comparisons were extracted from the DESeq results object for each one of the ten possible age group combinations. Genes with *p*adj <0.1 were considered significant. DEGs were clustered based on the Z-scores of the age group mean TPM by clust v1.12.0^17^ with five iterations in total. A protein–protein interaction network was built from genes undergoing the mid-to-late-life transition on both DNA methylation and gene expression levels with the STRINGApp v2.0.1 of Cytoscape^85^ with a confidence score = 0.4. To test for the enrichment of genes associated with a particular methylation cluster and differentially expressed genes undergoing transition at the same time, fisher.test function in R version 4.2.2 stats package was used with all genes covered in the RRBS experiment as the joint set. To test for the enrichment of genes associated with C4 in differentially expressed genes between the same time points, all differentially expressed aging genes covered in the RRBS experiment were taken as the joint set.

### Cell type deconvolution from bulk RNA-seq data

Cell type compositions of our bulk sequencing data were estimated from RNA-Sequencing profiles via the R-package MuSiC (v1.0.0). MuSiC employs single-cell gene expression data to infer cell type compositions from bulk RNA-seq data^86^. We have obtained large intestine single-cell expression data from Tabula Muris^87^ as a reference dataset for MuSiC. For cell type annotation, we chose the cell ontology classification, which was present in the Seurat-objects metadata information. The cell ontology classification offered five different cell types: 2019 epithelial cells, 964 enterocytes, 833 goblet cells, 63 brush cells, and 59 enteroendocrine cells. In this classification, epithelial cells were all undifferentiated cells either Lgr5+ (stem cell marker) or Lgr5−, while enterocytes were considered properly differentiated cells. We used the raw counts from our bulk RNA-Seq data and annotated the ENSEMBL gene IDs with gene symbols. Matching the bulk gene symbols to the single-cell gene symbols gave us an overlap of 21,003 genes. Deconvolution proportions were calculated with cell ontology class as “clusters” and single-cell data mouse id as “samples” variables. The deconvolution scores good explained variance (*R*²-values) in the range of 0.26−0.61. Differences in the cell type compositions between the age groups were tested with Kruskal Wallis and Dunn’s post hoc test, corrected for multiple testing via Benjamini–Hochberg FDR.

### Validation dataset preprocessing and analysis

The validation RRBS data preprocessing was slightly adapted to match the different library preparation protocol and single-end sequencing technique. Reads that contain a diversity adapter of length zero to three, following an MspI cutting site, were selected prior to adapter clipping, sequence quality, and content assessment. Further, aligned data was deduplicated for over-amplified PCR fragments based on unique molecular identifiers utilizing UMI-tools v1.1.1^88^. The downstream processing of the dataset was performed analogously to the initial dataset. Here, we included CpGs that were covered by at least four or 80% of biological replicates in the age group. aDMRs were again called between all combinations of age groups. The underlying CpGs were then compared with the CpGs in the aDMRs of the initial dataset using the GenomicRanges R package. To assess the similarity of the cluster trajectories, the overlapping cytosines were assigned to the corresponding cluster. Then the Euclidean distance to the cluster centroids per age category were calculated for all these cytosines. 70% of the closest CpGs with minimal distance to the cluster centroid were selected for the visualization in Fig. 5. The cubic smooth spline fit was calculated based on the Z-scores in the original dataset using smooth.spline with 5 degrees of freedom. The same spline fit was projected on the validation data vertically moved by the difference of the median methylation levels at the initial state (3 mo). The distribution of the methylation values was shown using box plots of mean values over all samples in the corresponding age group.

### Publicly available dataset processing and analysis

Publicly available RRBS DNA methylome experiments from colon samples upon induced intestinal inflammation (GSE163037) and colon organoids (GSE114801) were processed according to their experimental designs and library preparation methods. Datasets of the first project, derived from a paired-end library with diversity adapters, were filtered for read pairs which contain MspI cutting sites following a diversity adapter, which was subsequently clipped prior to the application of our analysis pipeline as described above. For the second project, our pipeline was adjusted to match the requirements to process reads from single-end sequenced samples, filtered for MspI cutting site sequences at their 5’ end.

### Cluster-based epigenetic clock

To build STageR (STage of AGing Estimator)—an epigenetic clock based on the methylation information in clusters, we first calculated the median methylation value in each of the nonlinear clusters C2, C3, and C4 for each sample. This data matrix consisting of three cluster values for 82 samples was used as the feature matrix in the elastic net regression. The corresponding life stage (early life = 3 mo, midlife = 9 mo and 15 mo, late-life = 24 mo and 28 mo) was used as the response variable. Multinomial logistic regression with elastic net regularization and alpha = 0.5 was used to fit the epigenetic clock. The performance of the original dataset was assessed by tenfold cross-validation with folds equally distributed over the life stages. The optimal parameter lambda was assessed through the nested tenfold cross-validation procedure. Reported coefficients for all clusters are the beta mean values from the outer tenfold cross-validation procedure which was repeated ten times to assess for possible sample biases in the folds. The full model used for later predictions was fit using all 82 samples in the original dataset. The elastic net regression was trained and tested using glmnet v4.1.6 package, and the random folds were created using the caret v6.0.93 package.

### Subsampling from clusters

To evaluate how much information per cluster is important to successfully predict the epigenetic life stage using STageR we conducted the following subsampling strategy embedded into the tenfold cross-validation procedure. In each fold, the particular number (e.g., 500, 200, 100, 50, 20, 10, and 5) of cytosines was randomly selected in each cluster to calculate the median methylation values per cluster in the test set. The median calculation in the training set remained unchanged using all cytosines. Then, the clock was built on the training set and used for the prediction of the test set based on subsampled cytosines. The misclassification error of each prediction was assessed. The subsampling procedure was repeated ten times for each number of cytosines to obtain different cytosines per cluster.

### Clock-based prediction for the validation dataset

Medians per cluster were calculated using all cytosines overlapping one of the three clusters (C2, C3, and C4) and used for the prediction of the life stage using the full STageR model. In the subsampling procedure, only a proportion of the cytosines present in both the validation and the original dataset per cluster (e.g., 75, 50, 25, and 10%, respectively) was selected randomly. This procedure was repeated ten times to obtain different sets of cytosines. The predicted probabilities for each life stage (e.g., response) were assessed for each sample.

### Clock-based prediction for the publicly available dataset

First, cytosines overlapping the selected clusters (C2, C3, and C4) were selected using GenomicRanges v1.46.1^80^ for colon samples upon induced intestinal inflammation (GSE163037) and colon organoids (GSE114801). Then, medians per cluster were calculated and used for the prediction of the life stage using the full STageR model. The predicted probabilities for each life stage (e.g., response) were assessed for each sample.

### Visualization

Plots were visualized using any of the following R packages: ggplot2 v3.4.0, ggridges v0.5.4, Gviz v1.38.4, eulerr v6.1.1., and ComplexHeatmap v2.10.0.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

### Source data

Source Data

## Data Availability

The RRBS data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE233734. The RNA-Seq data generated in this study have been deposited in the GEO database under accession code GSE248002. The RRBS data from colon samples upon induced intestinal inflammation used in this study are available in the GEO database under accession code GSE163037. The RRBS data from colon organoids used in this study are available in the GEO database under accession code GSE114801. Mouse reference genome GRCm38 used in this study is available at [https://ftp.ensembl.org/pub/release%2D102/fasta/mus_musculus/dna/] and [https://ftp.ensembl.org/pub/release%2D102/gtf/mus_musculus/]. Source data are provided with this paper.

## References

[1] Guo J (2022). Aging and aging-related diseases: from molecular mechanisms to interventions and treatments. Signal Transduct. Target Ther..

[2] Sun T (2018). Aging-dependent decrease in the numbers of enteric neurons, interstitial cells of Cajal and expression of connexin43 in various regions of gastrointestinal tract. Aging.

[3] Tricoire H, Rera M (2015). A new, discontinuous 2 phases of aging model: lessons from *Drosophila*
*melanogaster*. PLoS ONE.

[4] Lehallier B (2019). Undulating changes in human plasma proteome profiles across the lifespan. Nat. Med..

[5] Aramillo Irizar P (2018). Transcriptomic alterations during ageing reflect the shift from cancer to degenerative diseases in the elderly. Nat. Commun..

[6] Schaum N (2020). Ageing hallmarks exhibit organ-specific temporal signatures. Nature.

[7] Kang Y-K, Min B, Eom J, Park JS (2022). Different phases of aging in mouse old skeletal muscle. Aging.

[8] Holzscheck N (2020). Multi-omics network analysis reveals distinct stages in the human aging progression in epidermal tissue. Aging.

[9] Ciccarone F, Tagliatesta S, Caiafa P, Zampieri M (2018). DNA methylation dynamics in aging: how far are we from understanding the mechanisms?. Mech. Ageing Dev..

[10] Horvath S, Raj K (2018). DNA methylation-based biomarkers and the epigenetic clock theory of ageing. Nat. Rev. Genet..

[11] Vershinina O, Bacalini MG, Zaikin A, Franceschi C, Ivanchenko M (2021). Disentangling age-dependent DNA methylation: deterministic, stochastic, and nonlinear. Sci. Rep..

[12] Wang Q (2021). The aged intestine: performance and rejuvenation. Aging Dis..

[13] Dambroise E (2016). Two phases of aging separated by the Smurf transition as a public path to death. Sci. Rep..

[14] Meissner A (2005). Reduced representation bisulfite sequencing for comparative high-resolution DNA methylation analysis. Nucleic Acids Res..

[15] Drokhlyansky E (2020). The human and mouse enteric nervous system at single-cell resolution. Cell.

[16] Saffrey MJ (2013). Cellular changes in the enteric nervous system during ageing. Dev. Biol..

[17] Abu-Jamous B, Kelly S (2018). Clust: automatic extraction of optimal co-expressed gene clusters from gene expression data. Genome Biol..

[18] Zang R, Lian H, Zhong X, Yang Q, Shu H-B (2020). ZCCHC3 modulates TLR3-mediated signaling by promoting recruitment of TRIF to TLR3. J. Mol. Cell Biol..

[19] Lian H (2018). ZCCHC3 is a co-sensor of cGAS for dsDNA recognition in innate immune response. Nat. Commun..

[20] Di C (2018). AJAP1 expression modulates glioma cell motility and correlates with tumor growth and survival. Int. J. Oncol..

[21] Hangelbroek RWJ (2016). Expression of protocadherin gamma in skeletal muscle tissue is associated with age and muscle weakness. J. Cachexia Sarcopenia Muscle.

[22] West, M. D. et al. Differential expression of α, β, and γ protocadherin isoforms during differentiation, aging, and cancer. Preprint at *bioRxiv*10.1101/2021.03.07.434314.

[23] Lee SH, Davison JA, Vidal SM, Belouchi A (2001). Cloning, expression and chromosomal location of NKX6B TO 10Q26, a region frequently deleted in brain tumors. Mamm. Genome.

[24] Cai J (2010). Co-localization of Nkx6.2 and Nkx2.2 homeodomain proteins in differentiated myelinating oligodendrocytes. Glia.

[25] Schaffer AE, Freude KK, Nelson SB, Sander M (2010). Nkx6 transcription factors and Ptf1a function as antagonistic lineage determinants in multipotent pancreatic progenitors. Dev. Cell.

[26] Ning K (2021). Improving brain age estimates with deep learning leads to identification of novel genetic factors associated with brain aging. Neurobiol. Aging.

[27] Zhang M (2009). Role of CBP and SATB-1 in aging, dietary restriction, and insulin-like signaling. PLoS Biol..

[28] Nüssing S (2019). Divergent SATB1 expression across human life span and tissue compartments. Immunol. Cell Biol..

[29] Ule J (2003). CLIP identifies Nova-regulated RNA networks in the brain. Science.

[30] Zhang Y-A (2014). High expression of neuro-oncological ventral antigen 1 correlates with poor prognosis in hepatocellular carcinoma. PLoS ONE.

[31] Shi D (2021). Aging-related markers in rat urine revealed by dynamic metabolic profiling using machine learning. Aging.

[32] Anspach J, Poulsen G, Kaattari I, Pollock R, Zwollo P (2001). Reduction in DNA binding activity of the transcription factor Pax-5a in B lymphocytes of aged mice. J. Immunol..

[33] Zhang P (2014). ATM-mediated stabilization of ZEB1 promotes DNA damage response and radioresistance through CHK1. Nat. Cell Biol..

[34] Konno D (2012). The mammalian DM domain transcription factor Dmrta2 is required for early embryonic development of the cerebral cortex. PLoS ONE.

[35] Young FI (2017). The doublesex-related Dmrta2 safeguards neural progenitor maintenance involving transcriptional regulation of Hes1. Proc. Natl Acad. Sci. USA.

[36] van der Velde A (2021). Annotation of chromatin states in 66 complete mouse epigenomes during development. Commun. Biol..

[37] Bernstein BE (2006). A bivalent chromatin structure marks key developmental genes in embryonic stem cells. Cell.

[38] Harikumar A, Meshorer E (2015). Chromatin remodeling and bivalent histone modifications in embryonic stem cells. EMBO Rep..

[39] Blanco E, González-Ramírez M, Alcaine-Colet A, Aranda S, Di Croce L (2020). The bivalent genome: characterization, structure, and regulation. Trends Genet..

[40] Liu X, Liu X (2022). PRC2, chromatin regulation, and human disease: insights from molecular structure and function. Front. Oncol..

[41] Montavon T (2021). Complete loss of H3K9 methylation dissolves mouse heterochromatin organization. Nat. Commun..

[42] Becker JS, Nicetto D, Zaret KS (2016). H3K9me3-dependent heterochromatin: barrier to cell fate changes. Trends Genet..

[43] Ren W (2020). Direct readout of heterochromatic H3K9me3 regulates DNMT1-mediated maintenance DNA methylation. Proc. Natl Acad. Sci. USA.

[44] López-Otín C, Blasco MA, Partridge L, Serrano M, Kroemer G (2013). The hallmarks of aging. Cell.

[45] Han Q (2020). Multi-omics characterization of inflammatory bowel disease-induced hyperplasia/dysplasia in the *Rag2*^*-/-*^/ *Il10*^*-/-*^ mouse model. Int. J. Mol. Sci..

[46] Tao Y (2019). Aging-like spontaneous epigenetic silencing facilitates Wnt activation, stemness, and Braf-induced tumorigenesis. Cancer Cell.

[47] Kwon M (2021). FILIP1L loss is a driver of aggressive mucinous colorectal adenocarcinoma and mediates cytokinesis defects through PFDN1. Cancer Res..

[48] Aherne CM (2012). Neuronal guidance molecule netrin-1 attenuates inflammatory cell trafficking during acute experimental colitis. Gut.

[49] Ratcliffe EM (2011). Enteric neurons synthesize netrins and are essential for the development of the vagal sensory innervation of the fetal gut. Dev. Neurobiol..

[50] Mazelin L (2004). Netrin-1 controls colorectal tumorigenesis by regulating apoptosis. Nature.

[51] Paradisi A (2009). Netrin-1 up-regulation in inflammatory bowel diseases is required for colorectal cancer progression. Proc. Natl Acad. Sci. USA.

[52] Carvajal AE (2017). Reelin protects from colon pathology by maintaining the intestinal barrier integrity and repressing tumorigenic genes. Biochim. Biophys. Acta Mol. Basis Dis..

[53] Böttner M (2014). Expression and regulation of reelin and its receptors in the enteric nervous system. Mol. Cell. Neurosci..

[54] Serrano-Morales, J. M., Vázquez-Carretero, M. D., Peral, M. J., Ilundáin, A. A. & Garcia-Miranda, P. Reelin-Dab1 signaling system in human colorectal cancer. *Mol. Carcinog*. **56**, 712–721 (2017).10.1002/mc.2252727434856

[55] Yanai H (2022). Male rat leukocyte population dynamics predict a window for intervention in aging. Elife.

[56] Rando TA, Wyss-Coray T (2021). Asynchronous, contagious and digital aging. Nat. Aging.

[57] Yu C (2002). Targeted deletion of a high-affinity GATA-binding site in the GATA-1 promoter leads to selective loss of the eosinophil lineage in vivo. J. Exp. Med..

[58] Ignacio A (2022). Small intestinal resident eosinophils maintain gut homeostasis following microbial colonization. Immunity.

[59] Baumann A (2021). Microbiota profiling in aging-associated inflammation and liver degeneration. Int. J. Med. Microbiol..

[60] Nalapareddy K, Zheng Y, Geiger H (2022). Aging of intestinal stem cells. Stem Cell Rep..

[61] Smith RJ (2023). Epigenetic control of cellular crosstalk defines gastrointestinal organ fate and function. Nat. Commun..

[62] Koppens MAJ (2016). Deletion of polycomb repressive complex 2 from mouse intestine causes loss of stem cells. Gastroenterology.

[63] Luk IY (2022). Epithelial de-differentiation triggered by co-ordinate epigenetic inactivation of the EHF and CDX1 transcription factors drives colorectal cancer progression. Cell Death Differ..

[64] Martin K, Kirkwood TBL, Potten CS (1998). Age changes in stem cells of murine small intestinal crypts. Exp. Cell Res..

[65] Patel BA (2014). Impaired colonic motility and reduction in tachykinin signalling in the aged mouse. Exp. Gerontol..

[66] Patel BA (2017). The TNF-α antagonist etanercept reverses age-related decreases in colonic SERT expression and faecal output in mice. Sci. Rep..

[67] Ederer M-L (2022). Voluntary wheel running in old C57BL/6 mice reduces age-related inflammation in the colon but not in the brain. Cells.

[68] Makdissi S, Parsons BD, Di Cara F (2023). Towards early detection of neurodegenerative diseases: a gut feeling. Front Cell Dev. Biol..

[69] Bentley DR (2008). Accurate whole human genome sequencing using reversible terminator chemistry. Nature.

[70] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J..

[71] Hoffmann S (2014). A multi-split mapping algorithm for circular RNA, splicing, trans-splicing and fusion detection. Genome Biol..

[72] Hoffmann S (2009). Fast mapping of short sequences with mismatches, insertions and deletions using index structures. PLoS Comput. Biol..

[73] Li H (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[74] Jun G, Wing MK, Abecasis GR, Kang HM (2015). An efficient and scalable analysis framework for variant extraction and refinement from population-scale DNA sequence data. Genome Res..

[75] Hoffmann S, Stadler PF, Strimmer K (2015). A simple data-adaptive probabilistic variant calling model. Algorithms Mol. Biol..

[76] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[77] Jühling F (2016). metilene: fast and sensitive calling of differentially methylated regions from bisulfite sequencing data. Genome Res..

[78] Cavalcante RG, Sartor MA (2017). annotatr: genomic regions in context. Bioinformatics.

[79] Lesurf R (2016). ORegAnno 3.0: a community-driven resource for curated regulatory annotation. Nucleic Acids Res..

[80] Lawrence M (2013). Software for computing and annotating genomic ranges. PLoS Comput. Biol..

[81] Jain A, Tuteja G (2019). TissueEnrich: tissue-specific gene enrichment analysis. Bioinformatics.

[82] Bindea G (2009). ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics.

[83] Krämer A, Green J, Pollard J, Tugendreich S (2014). Causal analysis approaches in ingenuity pathway analysis. Bioinformatics.

[84] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[85] Doncheva NT (2023). Cytoscape stringApp 2.0: analysis and visualization of heterogeneous biological networks. J. Proteome Res..

[86] Wang X, Park J, Susztak K, Zhang NR, Li M (2019). Bulk tissue cell type deconvolution with multi-subject single-cell expression reference. Nat. Commun..

[87] Schaum N (2018). Single-cell transcriptomics of 20 mouse organs creates a Tabula Muris. Nature.

[88] Smith T, Heger A, Sudbery I (2017). UMI-tools: modeling sequencing errors in unique molecular identifiers to improve quantification accuracy. Genome Res..

[89] AlenaBoemmel, MajaOlecka & flicompbiol-sh. Hoffmann-Lab/STageR: STageR aging stage predictor. *Zenodo*10.5281/zenodo.10568797 (2024).

# Supplementary material for: Nonlinear DNA methylation trajectories in aging male mice
**Source:** Nat Commun. 2024 Apr 9;15:3074. doi: 10.1038/s41467-024-47316-2
**Supplement:** Supplementary file 1 — Supplementary Information

# Nonlinear DNA methylation trajectories in aging male mice

## Supplementary Information

Supp. Fig. 1 – 8

Supp. Table 1

Supp. References

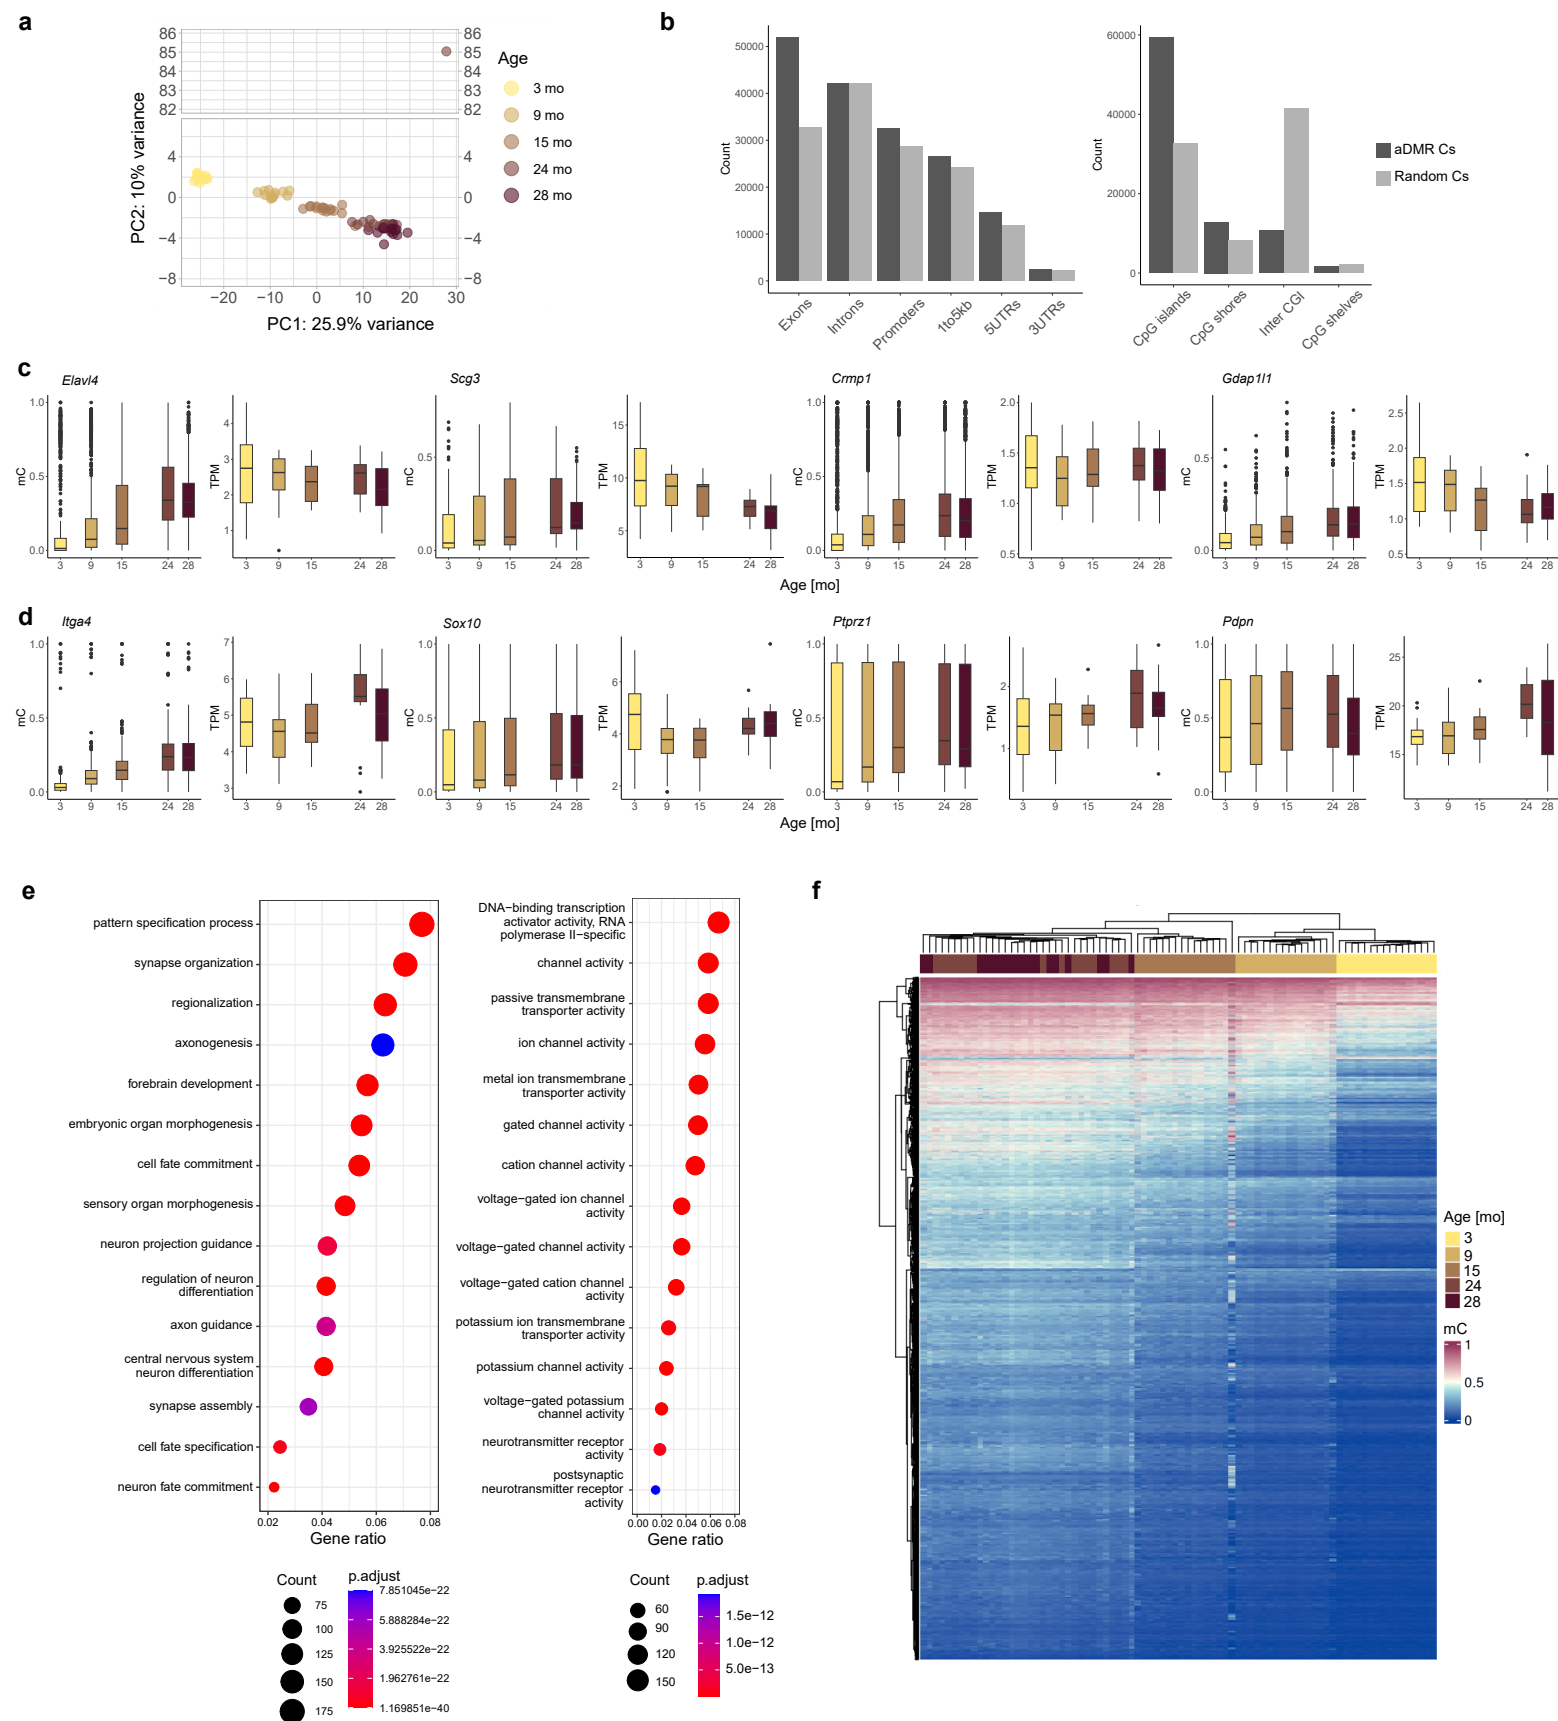

**Supplementary Fig. 1 a**, Principal component analysis (PCA) based on 10,000 randomly selected CpGs performed with all samples ( $n = 83$ ). **b**, Genic features overlapping with differentially methylated regions in aging (aDMR) CpGs. Promoters - up to 1Kb upstream of the TSS, 1-5kb - 1-5Kb upstream of the TSS. Random CpGs were sampled from all CpGs covered  $\geq 8$  replicates. **c**, **d**, Age-related methylation and gene expression changes in markers of enteric neurons (**c**) and glial cells (**d**). For the box plots, the centre line shows the median, the box limits show the first and third quartiles, the upper and lower whiskers extend from the hinge to the largest or the lowest value no further than  $1.5 \times$  the interquartile range (IQR) from the hinge.  $n = 16$  (3 mo, 9 mo, 15 mo, 24 mo),  $n = 18$  (28 mo) animals. **e**, Enriched GO categories in biological processes (left) and molecular functions (right) of genes overlapping the aDMRs. FDR-adjusted hypergeometric one-sided P-values are shown. **f**, DNA methylation patterns in 10,000 randomly selected aDMR CpGs with hierarchical clustering of all samples are indicative of three major epigenetic life stages (early-, mid- and late life). Source data are provided as a Source Data file.

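The expression of the marker genes was compared between the youngest and the oldest mice. Of the neuronal markers, Scg3 fell from 8.32 ± 3.20 CPM (SD, n = 16) at 3 months to 5.07 ± 1.24 CPM (SD, n = 18) at 28 months, a log2 fold change of -0.71 (standard error 0.13, adjusted p = 6.41e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gdap1l1 fell from 1.18 ± 0.345 to 0.879 ± 0.216 CPM (SD, n = 16 and 18), a log2 fold change of -0.43 (standard error 0.14, adjusted p = 0.00806 from the same test). Elavl4 (-0.30, adjusted p = 0.145) and Crmp1 (-0.09, adjusted p = 0.601) did not pass the threshold of the edgeR test. With smooth muscle and B cell scores as covariates, the adjusted edgeR p of Elavl4 was 1.57e-04, the lowest of the alternatives, which reached up to 0.248. Of the glial markers, Itga4 (0.06, adjusted p = 0.648), Sox10 (-0.10, adjusted p = 0.534), Ptprz1 (0.31, adjusted p = 0.143) and Pdpn (0.10, adjusted p = 0.335) did not pass it. With smooth muscle and B cell scores as covariates, the adjusted edgeR p of Sox10 was 0.00847, the lowest of the alternatives, which reached up to 0.645.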

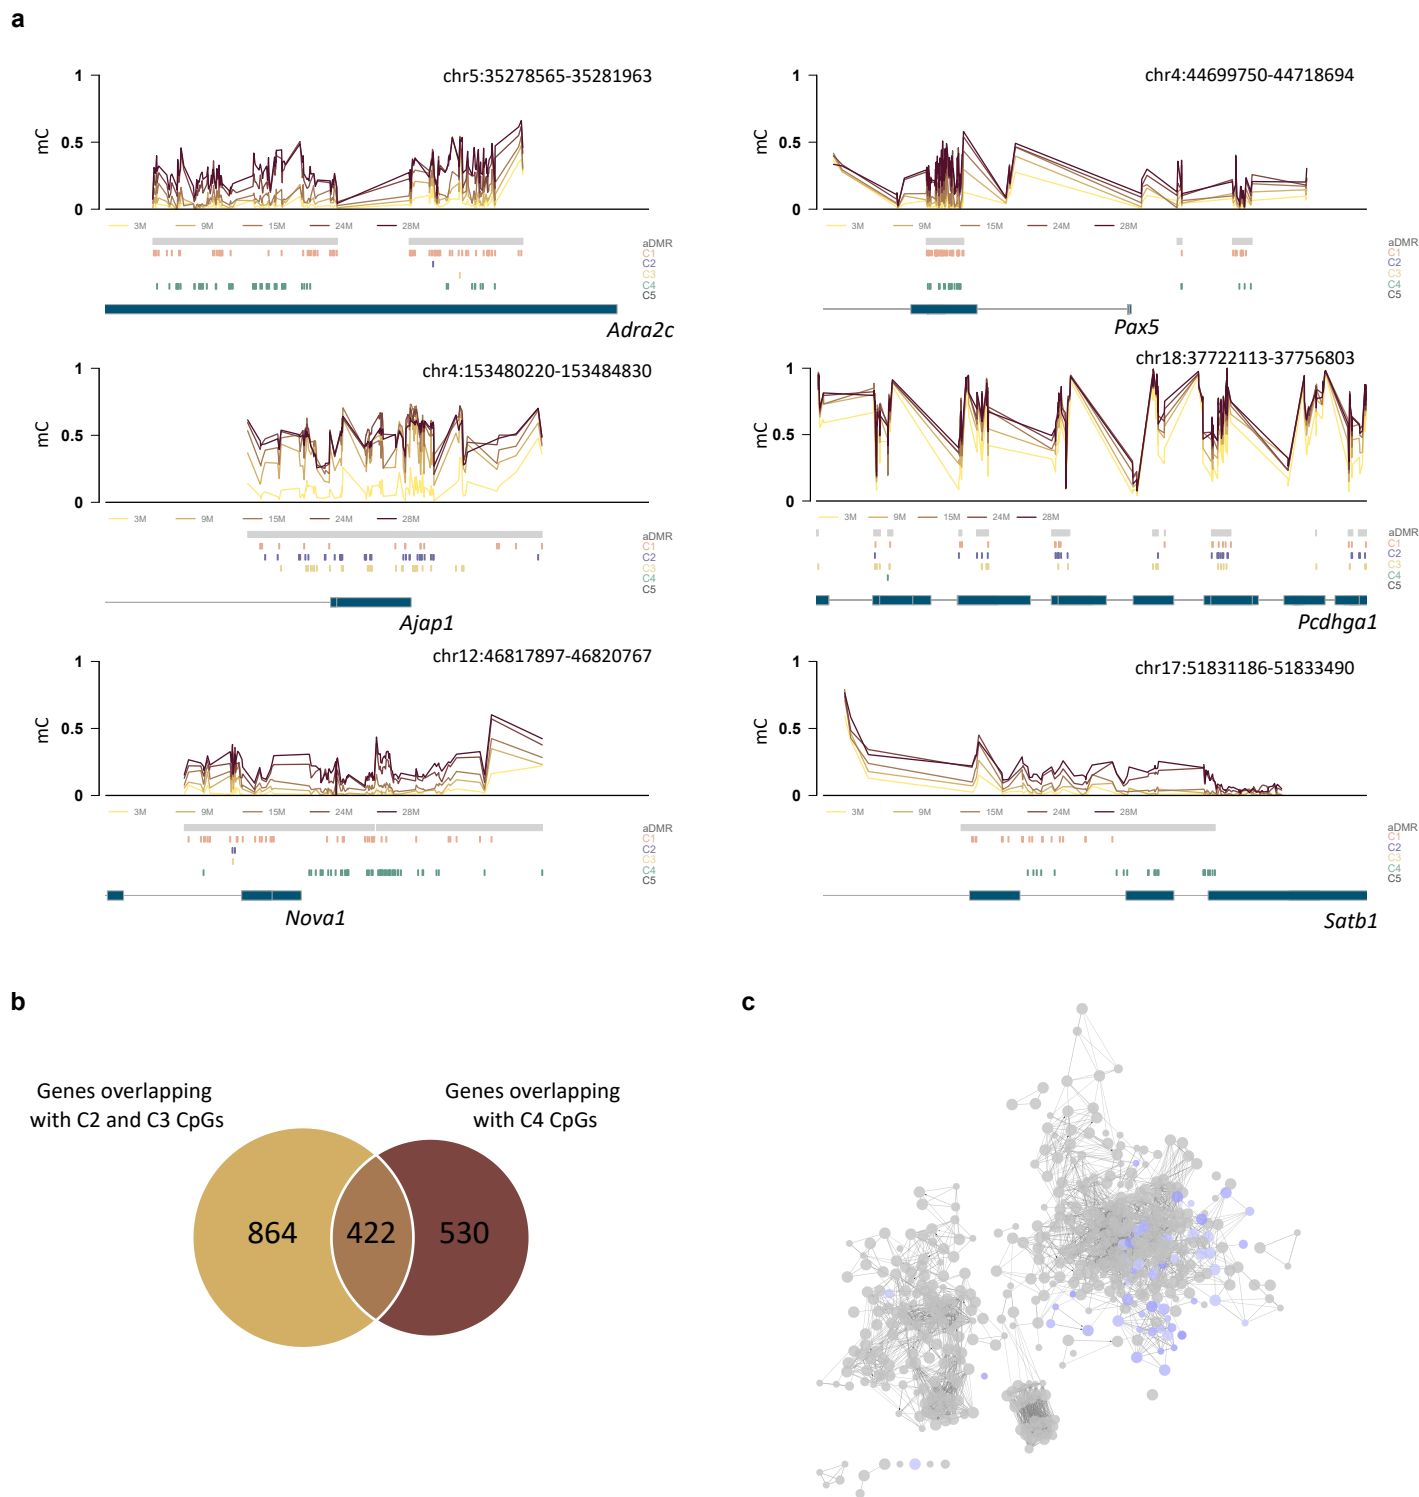

**Supplementary Fig. 2 a**, Methylation patterns in genes associated with early-to-midlife transition (C2 and C3) and mid-to-late-life transition (C4). aDMR - differentially methylated region in aging. **b**, Venn diagram presenting number of genes associated with early-to-midlife clusters C2 and C3 (yellow) and number of genes associated with mid-to-late-life cluster C4 (brown). **c**, Comparative gene ontology analysis of genes associated with clusters C2 and C3 vs C4. Results were functionally grouped and compared. Gray color represents terms common for both transitions, blue represents terms unique for mid-to-late-life transition. No terms were identified as unique for early-to-midlife transition. Source data are provided as a Source Data file.

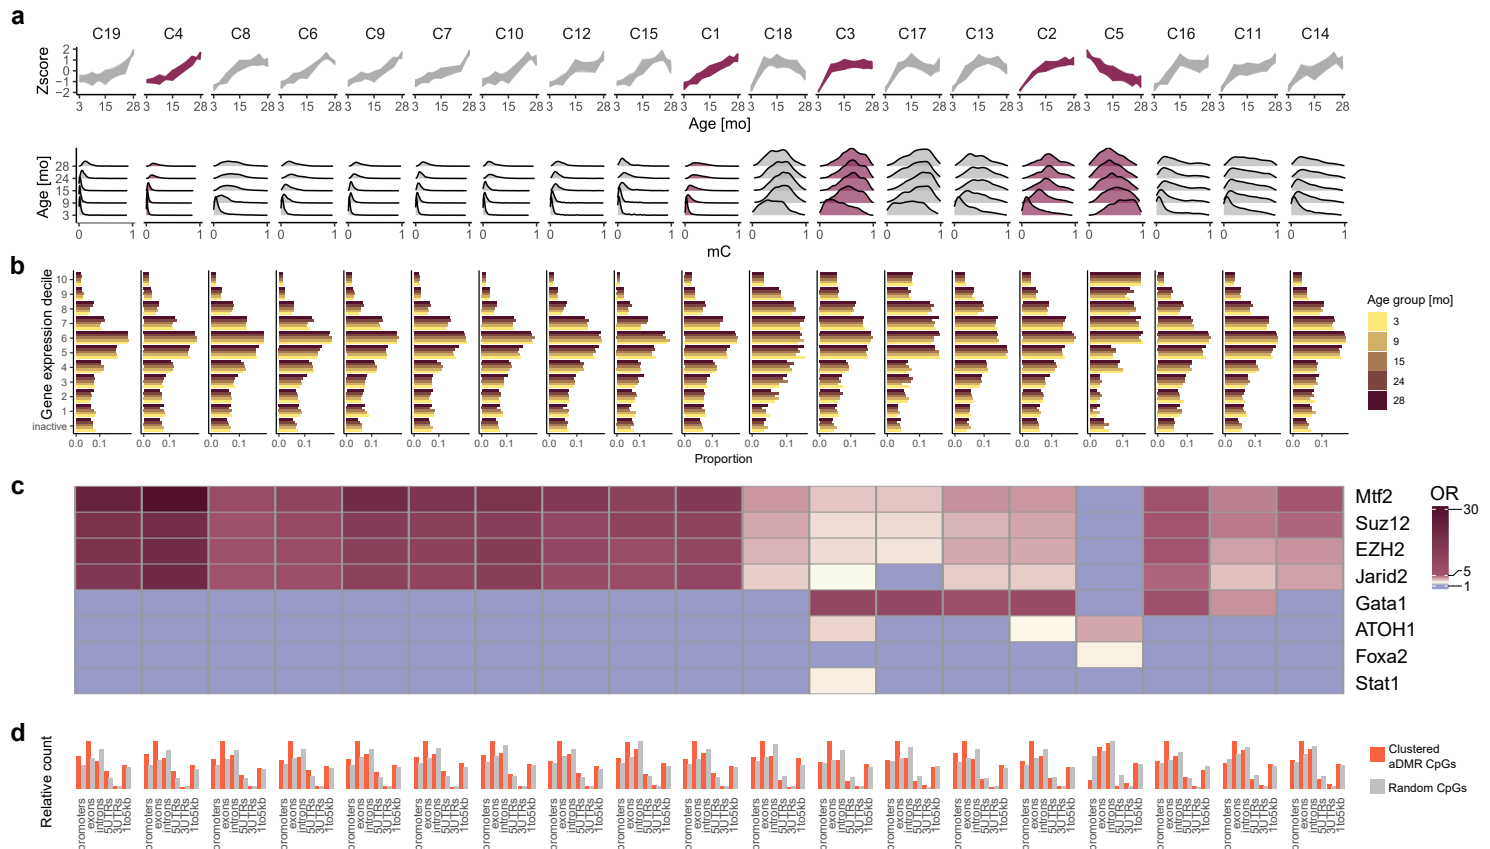

**Supplementary Fig. 3 a**, DNA methylation trajectories during aging as Z-scores (top) and methylation distribution per age group (bottom). **b**, Gene expression of genes overlapping with aDMR (differentially methylated region in aging) CpGs from different clusters. Proportion of genes in gene expression deciles. Decile limits in TPM for 3, 9, 15, 24, 28 mo mice, respectively: decile 1 - 0.01, 0.01, 0.01, 0.01, 0.01, decile 2 - 0.04, 0.04, 0.04, 0.03, 0.04, decile 3 - 0.1, 0.1, 0.1, 0.1, 0.1, decile 4 - 0.3, 0.3, 0.3, 0.3, 0.3, decile 5 - 1, 0.9, 0.9, 0.9, 0.9, decile 6 - 3.3, 3.2, 3.1, 3.1, 3.2, decile 7 - 9.8, 9.5, 9.4, 9.4, 9.7, decile 8 - 22, 22, 22, 22, 22, decile 9 - 55, 53, 53, 53, 54, decile 10 - 19625, 20394, 18136, 18601, 17720, inactive – mean TPM = 0. **c**, Enrichment of transcription factor binding sites in the methylation clusters. OR - odds ratio. **d**, Genic features overlapping with CpGs from the methylation clusters. Promoter - < 1Kb upstream of the TSS, 1-5kb - 1-5 kb upstream of the TSS. Random CpGs were sampled from all CpGs covered in  $\geq 8$  replicates. aDMR - differentially methylated region in aging. Source data are provided as a Source Data file.

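The decile limits were recomputed from the TPM of the deposited counts over all genes with a length, which left 32679 active genes at 3 months and 33484 at 24 months. At 3 months the upper limits were 0.883 TPM for decile 5, 8.94 TPM for decile 7 and 50.1 TPM for decile 9. At 24 months they were 0.809, 8.51 and 48.2 TPM. The highest mean TPM, which bounds decile 10, was that of mt-Co1 in each age group, at 37310 TPM at 3 months and 38961 TPM at 24 months. The genes of the mitochondrial genome took 9.37% of the TPM at 3 months and 9.64% at 24 months. With these genes left out, the 3-month limits of deciles 5, 7 and 9 were 0.972, 9.85 and 55.1 TPM. This setting was chosen after the values were seen.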

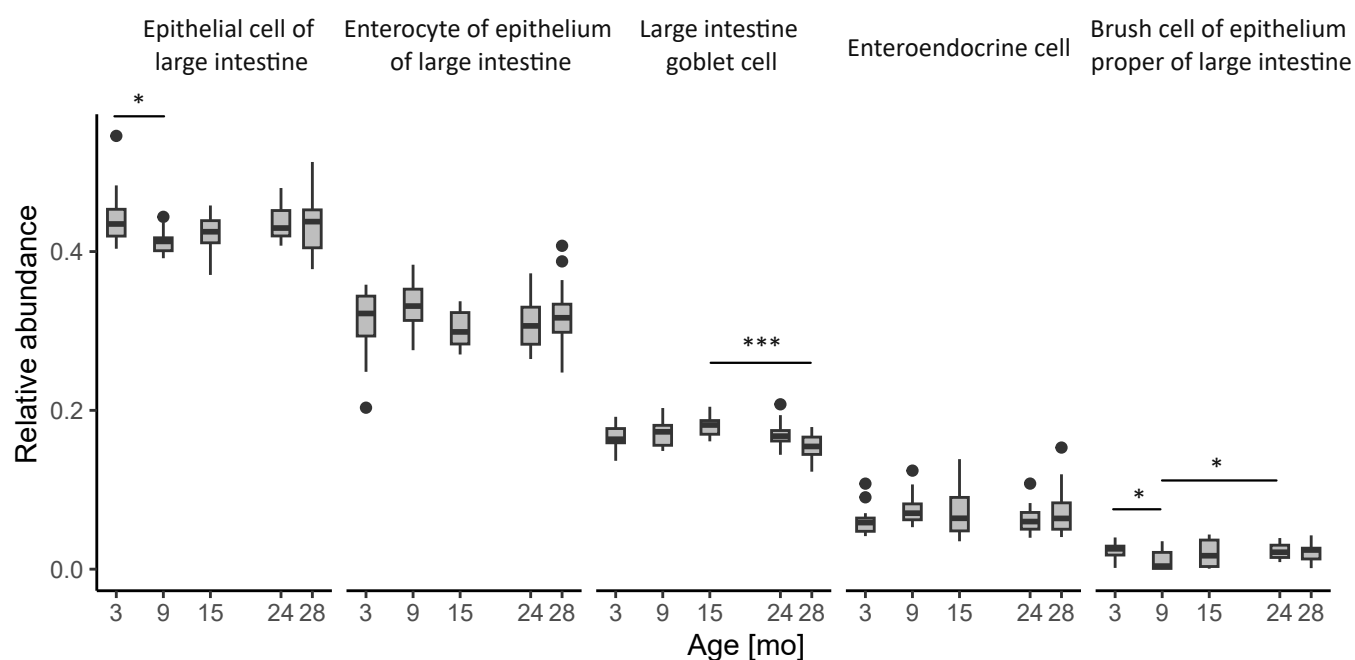

**Supplementary Fig. 4** Relative cell type abundance in aging mouse colon inferred from bulk RNA-seq deconvolution analysis. For the box plots, the centre line shows the median, the box limits show the first and third quartiles, the upper and lower whiskers extend from the hinge to the largest or the lowest value no further than 1.5× the interquartile range (IQR) from the hinge.  $n = 16$  (3 mo, 9 mo, 15 mo, 24 mo),  $n = 18$  (28 mo) animals. \*\*\* - adjusted p-value < 0.001, \* - adjusted p-value < 0.1. Source data are provided as a Source Data file.

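MuSiC estimates the share of each cell type in bulk tissue as the weights of single-cell expression profiles that best add up to the bulk counts. Its reference here, the Tabula Muris large intestine, holds epithelial cells only, so shares of muscle, immune, nerve or vessel cells are not part of the estimates, and the shares of the epithelial types add up to the whole. The legend gives n = 16 at 3 months and at 24 months, and the source data of the figure list 17 mice at 3 months and 16 at 24 months, without naming them. Here 16 mice are labelled as 3 months and 17 as 24 months old. The marker scores of all 17 mice are therefore given in ascending order. The goblet cell scores of the 17 mice aged 24 months, in log2 CPM, were 10.9, 10.9, 11.0, 11.0, 11.0, 11.0, 11.0, 11.0, 11.0, 11.1, 11.1, 11.1, 11.2, 11.2, 11.3, 11.4 and 11.4. Their enterocyte scores were 9.46, 9.49, 9.52, 9.54, 9.55, 9.56, 9.59, 9.59, 9.61, 9.66, 9.67, 9.74, 9.76, 9.77, 9.81, 9.81 and 9.95. The enteroendocrine scores of these mice were 4.32, 4.59, 4.74, 4.76, 4.79, 4.8, 4.8, 4.8, 4.82, 4.86, 4.87, 4.87, 4.92, 4.93, 4.95, 4.95 and 4.97, and the tuft cell scores were 2.08, 2.19, 2.3, 2.47, 2.49, 2.49, 2.5, 2.5, 2.52, 2.54, 2.6, 2.65, 2.69, 2.72, 2.72, 2.72 and 2.91. At 15 months the enterocyte score was 9.77 ± 0.169 (SD, n = 16), the enteroendocrine score 4.99 ± 0.197 (SD, n = 16) and the tuft cell score 2.74 ± 0.188 (SD, n = 16).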

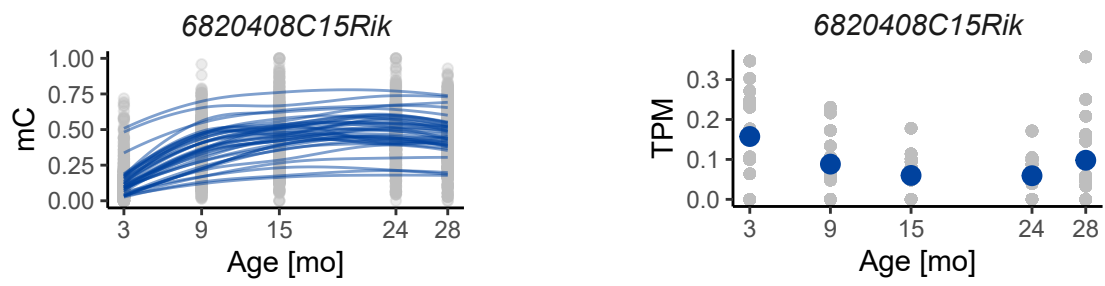

**Supplementary Fig. 5** CpGs annotated to *Zcchc3* (Fig. 4c) were also annotated to *6820408C15Rik*. Each smoothed line corresponds to one CpG. Colored dots represent mean TPM for an age group. Source data are provided as a Source Data file.

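Zcchc3 and 6820408C15Rik (ENSMUSG00000032680, chromosome 2, 152415587 to 152444330, GRCm38) lie head to head on opposite strands of chromosome 2, with Zcchc3 on the minus strand. Their starts are close enough that CpGs near one promoter lie near the other. The counting used the strand of the reads. 6820408C15Rik had a mean of 3.06 counts per mouse at 3 months, 1.63 at 9 months, 1.25 at 15 months, 1.12 at 24 months and 1.83 at 28 months, and it was below the filter on low counts. Its expression was 0.0835 ± 0.0592 CPM (SD, n = 16) at 3 months and 0.0464 ± 0.0382 CPM (SD, n = 16) at 9 months, so the SD within each of these ages was close to the level. With no filter on low counts, its log2 fold change between 3 and 9 months was -0.83 (unadjusted p = 0.0427 and adjusted p = 0.373 from edgeR's quasi-likelihood test), and DESeq2 gave an unadjusted p of 0.044 and no adjusted p.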

**a**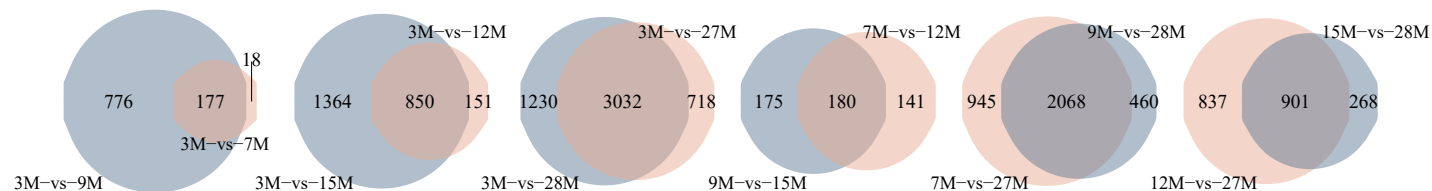**b**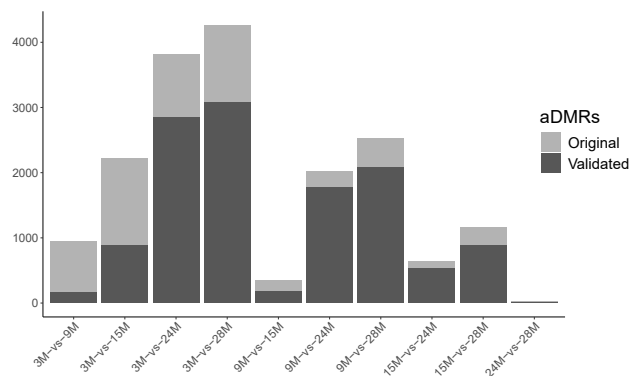**c**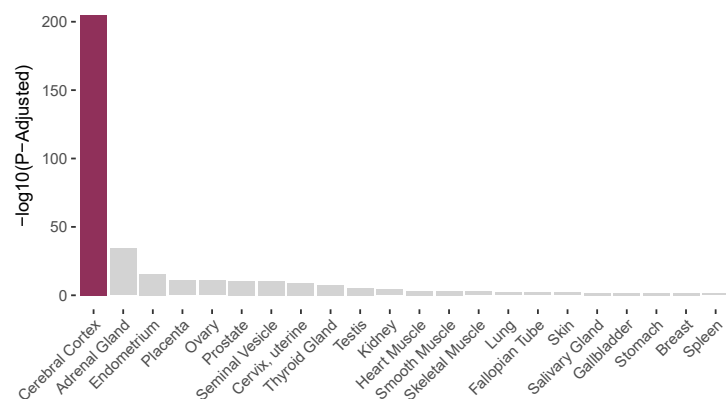

**Supplementary Fig. 6 a**, Venn diagrams showing the overlap of aDMRs (differentially methylated regions in aging) identified in the original data set (orange) and validation dataset (blue). Shown only for the closest comparisons of age groups, e.g. 3M-vs-9M and 3M-vs-7M. **b**, Number of aDMRs found for each pairwise comparison of age groups (light gray) with number of aDMRs found in the validation data set when comparing the closest age groups (dark gray). **c**, Enrichment of tissue-specific genes in genes associated with the aDMRs found in the validation data set. Source data are provided as a Source Data file.

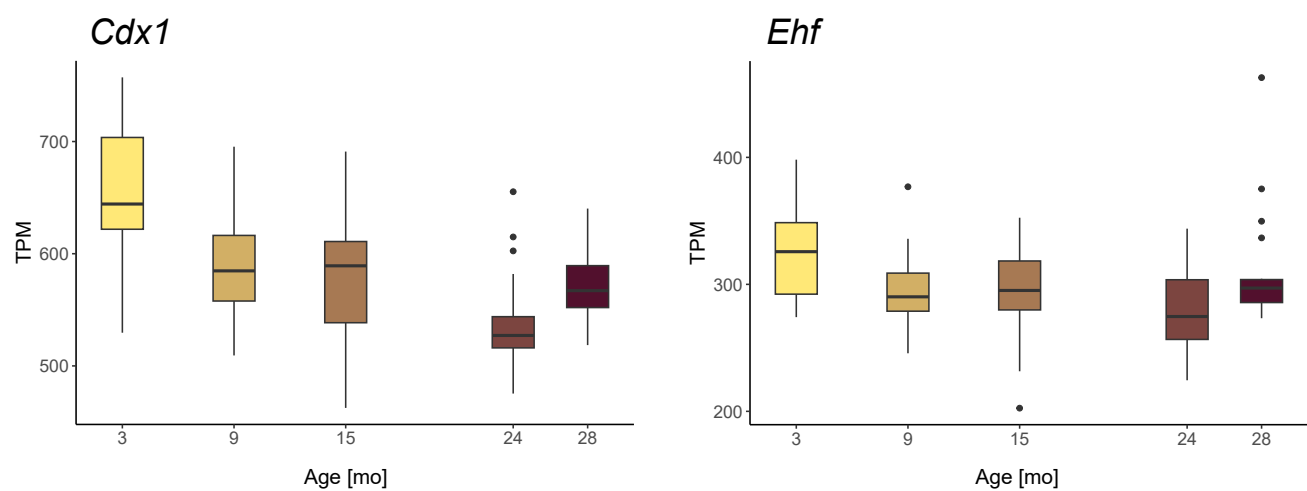

**Supplementary Fig. 8** Gene expression of transcription factors Cdx1 and Ehf crucial for colonic differentiation. Decrease in expression during aging is nonlinear and coincides with early-to-midlife (between 3 and 9 months) and mid-to-late-life transition (between 15 and 24 months). For the box plots, the centre line shows the median, the box limits show the first and third quartiles, the upper and lower whiskers extend from the hinge to the largest or the lowest value no further than 1.5× the interquartile range (IQR) from the hinge.  $n = 16$  (3 mo, 9 mo, 15 mo, 24 mo),  $n = 18$  (28 mo) animals. Source data are provided as a Source Data file.

**Supp. Table 1** Genes forming a STRING protein-protein interaction network (Fig. 4d) with known function in intestinal barrier, enteric nervous system and/or colorectal cancer.

|                 | Intestinal barrier | Enteric nervous system | Colorectal cancer |
|-----------------|--------------------|------------------------|-------------------|
| <i>Adamts14</i> |                    |                        | 1                 |
| <i>Ar</i>       |                    | 2                      | 3                 |
| <i>Cacna1c</i>  |                    | 4                      |                   |
| <i>Ccbe1</i>    |                    |                        | 5                 |
| <i>Chat</i>     | 6                  | 7                      |                   |
| <i>Cntn1</i>    |                    | 8                      |                   |
| <i>Cyp1b1</i>   | 9                  |                        | 10                |
| <i>Efna5</i>    |                    |                        | 11                |
| <i>Ephb1</i>    |                    | 12                     | 13                |
| <i>Esm1</i>     | 14                 |                        | 15                |
| <i>Eya4</i>     |                    |                        | 16                |
| <i>Fgf12</i>    |                    | 17                     | 18                |
| <i>Fgf5</i>     |                    | 19                     |                   |
| <i>Fgfr1</i>    |                    |                        | 20                |
| <i>Flt4</i>     |                    |                        | 21                |
| <i>Foxa2</i>    |                    |                        | 22,23             |
| <i>Foxc1</i>    |                    |                        | 24,25             |
| <i>Foxc2</i>    | 26                 |                        |                   |
| <i>Foxf1</i>    | 27                 | 28                     | 29                |
| <i>Gata2</i>    |                    | 30                     | 31                |

|                | Intestinal barrier | Enteric nervous system | Colorectal cancer |
|----------------|--------------------|------------------------|-------------------|
| <i>Gata4</i>   | 32                 |                        | 33                |
| <i>Gdf10</i>   |                    | 34                     | 35                |
| <i>Grik2</i>   |                    | 17                     |                   |
| <i>Grik5</i>   |                    | 17                     | 36                |
| <i>Hoxc4</i>   |                    | 34                     | 37                |
| <i>Itga11</i>  |                    |                        | 38                |
| <i>Lox</i>     |                    |                        | 39                |
| <i>Meis1</i>   |                    |                        | 40                |
| <i>Meis2</i>   |                    | 34                     | 41,42             |
| <i>Mn1</i>     |                    |                        | 43                |
| <i>Nefl</i>    | 44                 | 19                     |                   |
| <i>Neurod1</i> |                    | 19                     | 45                |
| <i>Nkx2-3</i>  |                    |                        | 46                |
| <i>Ntn1</i>    | 47                 | 48                     | 49,50             |
| <i>Pde1c</i>   |                    | 51                     |                   |
| <i>Ptgis</i>   |                    |                        | 52                |
| <i>Reln</i>    | 53                 | 54                     | 55                |
| <i>Sall4</i>   |                    |                        | 56                |
| <i>Sema6d</i>  |                    | 57                     |                   |
| <i>Shank3</i>  | 58                 | 59                     |                   |

## Supplementary References

1. Wang, Y. et al. The expression of ADAMTS14 is regulated by promoter DNA methylation and is associated with poor prognosis in colorectal cancer. *Exp. Cell Res.* 410, 112953 (2022).
2. Rastelli, D. et al. Diminished androgen levels are linked to irritable bowel syndrome and cause bowel dysfunction in mice. *J. Clin. Invest.* 132, (2022).
3. Xia, T. et al. Androgen receptor gene methylation related to colorectal cancer risk. *Endocr Connect* 8, 979–987 (2019).
4. Hirst, C. S. et al. Ion channel expression in the developing enteric nervous system. *PLoS One* 10, e0123436 (2015).
5. Song, J. et al. CCBE1 promotes tumor lymphangiogenesis and is negatively regulated by TGF $\beta$  signaling in colorectal cancer. *Theranostics* 10, 2327–2341 (2020).
6. You, X.-Y. et al. Intestinal Mucosal Barrier Is Regulated by Intestinal Tract Neuro-Immune Interplay. *Front. Pharmacol.* 12, 659716 (2021).
7. Johnson, C. D. et al. Deletion of choline acetyltransferase in enteric neurons results in postnatal intestinal dysmotility and dysbiosis. *FASEB J.* 32, 4744–4752 (2018).
8. Veny, M. et al. Contactin-1 Is Required for Peripheral Innervation and Immune Homeostasis Within the Intestinal Mucosa. *Front. Immunol.* 11, 1268 (2020).
9. Alhouayek, M., Gouveia-Figueira, S., Hammarström, M.-L. & Fowler, C. J. Involvement of CYP1B1 in interferon  $\gamma$ -induced alterations of epithelial barrier integrity. *Br. J. Pharmacol.* 175, 877–890 (2018).
10. Chen, C. et al. CYP1B1 inhibits ferroptosis and induces anti-PD-1 resistance by degrading ACSL4 in colorectal cancer. *Cell Death Dis.* 14, 271 (2023).
11. Li, S. et al. MiR-645 promotes invasiveness, metastasis and tumor growth in colorectal cancer by targeting EFNA5. *Biomed. Pharmacother.* 125, 109889 (2020).
12. Xiong, Y. et al. Eph/ephrin signalling serves a bidirectional role in lipopolysaccharide-induced intestinal injury. *Mol. Med. Rep.* 18, 2171–2181 (2018).
13. Kim, Y., Ahmed, S. & Miller, W. T. Colorectal cancer-associated mutations impair EphB1 kinase function. *J. Biol. Chem.* 299, 105115 (2023).
14. Naschberger, E. et al. Analysis of the interferon- $\gamma$ -induced secretome of intestinal endothelial cells: putative impact on epithelial barrier dysfunction in IBD. *Front Cell Dev Biol* 11, 1213383 (2023).
15. Kim, J. H. et al. Expression of endothelial cell-specific molecule-1 regulated by hypoxia inducible factor-1 $\alpha$  in human colon carcinoma: impact of ESM-1 on prognosis and its correlation with clinicopathological features. *Oncol. Rep.* 28, 1701–1708 (2012).
16. Kim, S.-J. et al. EYA4 Acts as a New Tumor Suppressor Gene in Colorectal Cancer. *Mol. Carcinog.* 54, 1748–1757 (2015).
17. Drokhlyansky, E. et al. The Human and Mouse Enteric Nervous System at Single-Cell Resolution. *Cell* 182, 1606–1622.e23 (2020).
18. Gao, X. et al. Depletion of Fibroblast Growth Factor 12 Restrains the Viability, Stemness, and Motility of Colorectal Cancer. *Biomed Res. Int.* 2022, 9948461 (2022).
19. Vohra, B. P. S. et al. Differential gene expression and functional analysis implicate novel mechanisms in enteric nervous system precursor migration and neuritogenesis. *Dev. Biol.* 298, 259–271 (2006).
20. Yin, F. et al. Novel dual inhibitor for targeting PIM1 and FGFR1 kinases inhibits colorectal cancer growth and patient-derived xenografts. *Acta Pharm Sin B* 12, 4122–4137 (2022).

21. Xiao, X. et al. Genistein suppresses FLT4 and inhibits human colorectal cancer metastasis. *Oncotarget* 6, 3225–3239 (2015).
22. Zeng, X. et al. Promotes Colorectal Cancer Progression and Targets BCL2-Associated X (BAX) Protein. *Iran. J. Public Health* 52, 306–314 (2023).
23. Wang, B., Liu, G., Ding, L., Zhao, J. & Lu, Y. FOXA2 promotes the proliferation, migration and invasion, and epithelial mesenchymal transition in colon cancer. *Exp. Ther. Med.* 16, 133–140 (2018).
24. Li, Q. et al. The FOXC1/FBP1 signaling axis promotes colorectal cancer proliferation by enhancing the Warburg effect. *Oncogene* 38, 483–496 (2019).
25. Liu, J. et al. Forkhead box C1 promotes colorectal cancer metastasis through transactivating ITGA7 and FGFR4 expression. *Oncogene* 37, 5477–5491 (2018).
26. González-Loyola, A. et al. FOXC2 controls adult lymphatic endothelial specialization, function, and gut lymphatic barrier preventing multiorgan failure. *Sci Adv* 7, (2021).
27. Yang, F. et al. Rabeprazole destroyed gastric epithelial barrier function through FOXF1/STAT3-mediated ZO-1 expression. *Clin. Exp. Pharmacol. Physiol.* 50, 516–526 (2023).
28. Ormestad, M. et al. Foxf1 and Foxf2 control murine gut development by limiting mesenchymal Wnt signaling and promoting extracellular matrix production. *Development* 133, 833–843 (2006).
29. Wang, S. et al. FOXF1 promotes angiogenesis and accelerates bevacizumab resistance in colorectal cancer by transcriptionally activating VEGFA. *Cancer Lett.* 439, 78–90 (2018).
30. Kang, Y.-N., Fung, C. & Vanden Berghe, P. Gut innervation and enteric nervous system development: a spatial, temporal and molecular tour de force. *Development* 148, (2021).
31. Chen, L. et al. Expression and prognostic significance of GATA-binding protein 2 in colorectal cancer. *Med. Oncol.* 30, 498 (2013).
32. Lepage, D. et al. Gata4 is critical to maintain gut barrier function and mucosal integrity following epithelial injury. *Sci. Rep.* 6, 36776 (2016).
33. Scheurlen, K. M. et al. The NOTCH4-GATA4-IRG1 axis as a novel target in early-onset colorectal cancer. *Cytokine Growth Factor Rev.* 67, 25–34 (2022).
34. Memic, F. et al. Transcription and Signaling Regulators in Developing Neuronal Subtypes of Mouse and Human Enteric Nervous System. *Gastroenterology* 154, 624–636 (2018).
35. Slattery, M. L. et al. Genetic variation in bone morphogenetic protein and colon and rectal cancer. *Int. J. Cancer* 130, 653–664 (2012).
36. Xie, Z. et al. GRIK5 stimulates colon cancer growth and metastasis through cAMP/PKA/CADM3 signaling. *Cell Biol. Int.* 47, 1259–1266 (2023).
37. Qi, L. et al. The Effects of Differentially-Expressed Homeobox Family Genes on the Prognosis and HOXC6 on Immune Microenvironment Orchestration in Colorectal Cancer. *Front. Immunol.* 12, 781221 (2021).
38. Gong, Y.-Z. et al. Diagnostic and prognostic values of integrin  $\alpha$  subfamily mRNA expression in colon adenocarcinoma. *Oncol. Rep.* 42, 923–936 (2019).
39. Liu, Y. et al. Lysyl oxidase: A colorectal cancer biomarker of lung and hepatic metastasis. *Thorac Cancer* 9, 785–793 (2018).
40. Li, Y. et al. Downregulation of MEIS1 mediated by ELFN1-AS1/EZH2/DNMT3a axis promotes tumorigenesis and oxaliplatin resistance in colorectal cancer. *Signal Transduct Target Ther* 7, 87 (2022).
41. Wan, Z. et al. MEIS2 promotes cell migration and invasion in colorectal cancer. *Oncol. Rep.* 42, 213–223 (2019).
42. Wang, X. et al. Hypermethylated and downregulated MEIS2 are involved in stemness properties and oxaliplatin-based

chemotherapy resistance of colorectal cancer. *J. Cell. Physiol.* 234, 18180–18191 (2019).

43. Ho, Y.-J. et al. High expression of meningeal 1 is correlated with reduced survival rates in colorectal cancer patients. *Acta Histochem.* 121, 628–637 (2019).
44. Gelmez, E., Jeron, A. & Bruder, D. Negative elongation factor: a key factor in the maintenance of intestinal epithelial barrier integrity. *Cellular & molecular immunology* vol. 19 453–455 (2022).
45. Li, Z. et al. NeuroD1 promotes tumor cell proliferation and tumorigenesis by directly activating the pentose phosphate pathway in colorectal carcinoma. *Oncogene* 40, 6736–6747 (2021).
46. Yu, W. et al. Genes regulated by Nkx2-3 in sporadic and inflammatory bowel disease-associated colorectal cancer cell lines. *Dig. Dis. Sci.* 55, 3171–3180 (2010).
47. Aherne, C. M. et al. Neuronal guidance molecule netrin-1 attenuates inflammatory cell trafficking during acute experimental colitis. *Gut* 61, 695–705 (2012).
48. Ratcliffe, E. M. et al. Enteric neurons synthesize netrins and are essential for the development of the vagal sensory innervation of the fetal gut. *Dev. Neurobiol.* 71, 362–373 (2011).
49. Mazelin, L. et al. Netrin-1 controls colorectal tumorigenesis by regulating apoptosis. *Nature* 431, 80–84 (2004).
50. Paradisi, A. et al. Netrin-1 up-regulation in inflammatory bowel diseases is required for colorectal cancer progression. *Proc. Natl. Acad. Sci. U. S. A.* 106, 17146–17151 (2009).
51. Dharshika, C. & Gulbransen, B. D. Enteric Neuromics: How High-Throughput ‘Omics’ Deepens Our Understanding of Enteric Nervous System Genetic Architecture. *Cell Mol Gastroenterol Hepatol* 15, 487–504 (2023).
52. Frigola, J. et al. Hypermethylation of the prostacyclin synthase (PTGIS) promoter is a frequent event in colorectal cancer and associated with aneuploidy. *Oncogene* 24, 7320–7326 (2005).
53. Carvajal, A. E. et al. Reelin protects from colon pathology by maintaining the intestinal barrier integrity and repressing tumorigenic genes. *Biochim. Biophys. Acta Mol. Basis Dis.* 1863, 2126–2134 (2017).
54. Böttner, M. et al. Expression and regulation of reelin and its receptors in the enteric nervous system. *Mol. Cell. Neurosci.* 61, 23–33 (2014).
55. Serrano-Morales, J. M., Vázquez-Carretero, M. D., Peral, M. J., Ilundáin, A. A. & García-Miranda, P. Reelin-Dab1 signaling system in human colorectal cancer. *Mol. Carcinog.* 56, 712–721 (2017).
56. Jiang, Y. & Tang, Y. SALL4 advances the proliferation and tumor cell stemness of colon cancer cells through the transcription and regulation of ROBO2. *Nucleosides Nucleotides Nucleic Acids* 1–15 (2023).
57. Roy-Carson, S. et al. Defining the transcriptomic landscape of the developing enteric nervous system and its cellular environment. *BMC Genomics* 18, 290 (2017).
58. Wei, S.-C. et al. SHANK3 Regulates Intestinal Barrier Function Through Modulating ZO-1 Expression Through the PKCε-dependent Pathway. *Inflamm. Bowel Dis.* 23, 1730–1740 (2017).
59. Wang, X. et al. The enteric nervous system deficits in autism spectrum disorder. *Front. Neurosci.* 17, 1101071 (2023).
60. Pontarollo, G. et al. Commensal bacteria weaken the intestinal barrier by suppressing epithelial neuropilin-1 and Hedgehog signaling. *Nat Metab* 5, 1174–1187 (2023).
61. Nagy, N. et al. Sonic hedgehog controls enteric nervous system development by patterning the extracellular matrix. *Development* 143, 264–275 (2016).
62. Wu, C., Zhu, X., Liu, W., Ruan, T. & Tao, K. Hedgehog signaling pathway in colorectal cancer: function, mechanism, and therapy. *Onco. Targets. Ther.* 10, 3249–3259 (2017).
63. Gao, H. et al. A Prognosis Marker SLC2A3 Correlates With EMT and Immune Signature in Colorectal Cancer. *Front. Oncol.*

11, 638099 (2021).

64. Goldberg, D. et al. Slit/Robo-mediated chemorepulsion of vagal sensory axons in the fetal gut. *Dev. Dyn.* 242, 9–15 (2013).
65. Dickinson, R. E. et al. Epigenetic inactivation of SLIT3 and SLIT1 genes in human cancers. *Br. J. Cancer* 91, 2071–2078 (2004).
66. Wright, C. M. et al. scRNA-Seq Reveals New Enteric Nervous System Roles for GDNF, NRTN, and TBX3. *Cell Mol Gastroenterol Hepatol* 11, 1548–1592.e1 (2021).
67. Han, Y. et al. Increased expression of TBX2 is a novel independent prognostic biomarker of a worse outcome in colorectal cancer patients after curative surgery and a potential therapeutic target. *Med. Oncol.* 30, 688 (2013).
68. Bubeck, M., Becker, C. & Patankar, J. V. Guardians of the gut: influence of the enteric nervous system on the intestinal epithelial barrier. *Front. Med.* 10, 1228938 (2023).
69. Aktar, R. et al. The extracellular matrix glycoprotein tenascin-X regulates peripheral sensory and motor neurones. *J. Physiol.* 596, 4237–4251 (2018).
70. Zhou, Y. et al. TSHZ3 functions as a tumor suppressor by DNA methylation in colorectal cancer. *Clin. Res. Hepatol. Gastroenterol.* 45, 101725 (2021).
71. Sylvestre, M., Di Carlo, S. E. & Peduto, L. Stromal regulation of the intestinal barrier. *Mucosal Immunol.* 16, 221–231 (2023).
72. Galván, J. A. et al. TWIST1 and TWIST2 promoter methylation and protein expression in tumor stroma influence the epithelial-mesenchymal transition-like tumor budding phenotype in colorectal cancer. *Oncotarget* 6, 874–885 (2015).
73. Koesters, R. et al. WT1 is a tumor-associated antigen in colon cancer that can be recognized by in vitro stimulated cytotoxic T cells. *Int. J. Cancer* 109, 385–392 (2004).
74. Mariani, F. et al. PLZF expression during colorectal cancer development and in normal colorectal mucosa according to body size, as marker of colorectal cancer risk. *ScientificWorldJournal* 2013, 630869 (2013).

# Supplementary material for: Nonlinear DNA methylation trajectories in aging male mice
**Source:** Nat Commun. 2024 Apr 9;15:3074. doi: 10.1038/s41467-024-47316-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** List of aDMRs.

**File name:** Supplementary Data 2

**Description:** List of clustered CpGs.

# Supplementary material for: Nonlinear DNA methylation trajectories in aging male mice
**Source:** Nat Commun. 2024 Apr 9;15:3074. doi: 10.1038/s41467-024-47316-2
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | bcl2fastq v2.20.0.422                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data analysis   | Sequencing data processing: FastQC v0.11.9, Cutadapt v2.10, segemehl v0.3.4, Samtools v1.12, BamUtil clipOverlap v1.0.14, haarz v0.3.0, PrinSeq Lite v0.20.4, Hisat2 v2.1.0, UMI-tools v1.1.1<br><br>Data analysis: R 4.1., BEDTools v2.29.2, metilene v0.2.8, clust v1.12.0, annotatr v1.20.0, TxDb.Mmusculus.UCSC.mm10.knownGene v3.10.0, GenomicRanges v1.46.1, ComplexHeatmap v2.10.0, TissueEnrich v1.14.0, clusterProfiler v4.2.2, biomaRt v2.50.3, org.Mm.eg.db v3.14.0, GeneOverlap v1.30.0, Cytoscape v3.8.2, ClueGO v2.5.8, Ingenuity Pathway Analysis v70750971, StringApp v2.0.1, MuSiC v1.0.0, DESeq2 v1.40.2<br><br>STager: [https://github.com/Hoffmann-Lab/STager]<br>used by STager: glmnet v4.1.6, caret v6.0.93, GenomicRanges v1.46.1<br><br>Visualization: ggplot2 v3.4.0, ggridges v0.5.4, Gviz v1.38.4, eulerr v6.1.1., ComplexHeatmap v2.10.0 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RRBS data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE233734 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233734>]. The RNA-Seq data generated in this study have been deposited in the GEO database under accession code GSE248002 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248002>]. The RRBS data from colon samples upon induced intestinal inflammation used in this study are available in the GEO database under accession code GSE163037 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163037>]. The RRBS data from colon organoids used in this study are available in the GEO database under accession code GSE114801 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114801>]. Mouse reference genome GRCm38 used in this study is available at [[https://ftp.ensembl.org/pub/release-102/fasta/mus\\_musculus/dna/](https://ftp.ensembl.org/pub/release-102/fasta/mus_musculus/dna/)] and [[https://ftp.ensembl.org/pub/release-102/gtf/mus\\_musculus/](https://ftp.ensembl.org/pub/release-102/gtf/mus_musculus/)]. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                  |
|--------------------------------------------------------------------|----------------------------------|
| Reporting on sex and gender                                        | <input type="text" value="n/a"/> |
| Reporting on race, ethnicity, or other socially relevant groupings | <input type="text" value="n/a"/> |
| Population characteristics                                         | <input type="text" value="n/a"/> |
| Recruitment                                                        | <input type="text" value="n/a"/> |
| Ethics oversight                                                   | <input type="text" value="n/a"/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size. Sample size is showed in the figure legends and Methods. Results were statistically significant without showing large variance and did not require larger groups. Samples for the discovery data set were generated in the context of a larger study investigating multiple variables. We estimated the number of samples to be included in this work based on our experience with RRBS data. |
| Data exclusions | One sample from an original dataset (a 24-month-old mouse) was excluded from downstream analysis as it was identified as an outlier in the principal component analysis (Supplementary Fig. 1a).                                                                                                                                                                                                                                                          |
| Replication     | Nonlinear DNA methylation trajectories as well as STAGEr were validated with samples from an independent mouse cohort (n=20).                                                                                                                                                                                                                                                                                                                             |
| Randomization   | Randomization was not applicable to this study. Mice were grouped by age.                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | Blinding was not relevant, because the aim of the study was to compare DNA methylation between different age groups.                                                                                                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Original RRBS dataset: male C57BL/6J/Ukj mice at ages 3 (n = 16), 9 (n = 16), 15 (n = 16), 24 (n = 17), and 28 (n = 18) months.  
Validation RRBS dataset: male C57BL6/J mice at ages 3 (n = 4), 7 (n = 5), 12 (n = 5), and 27 (n = 6) months.

## Wild animals

The study did not involve wild animals.

## Reporting on sex

The analysis was performed on male mice. Inclusion of both sexes was not possible because of limited resources.

## Field-collected samples

The study did not involve samples collected from the field.

## Ethics oversight

All studies were performed in strict compliance with the recommendations of the European Commission for the protection of animals used for scientific purposes and with the approval of the local government Thüringer Landesamt für Verbraucherschutz, Germany (licenses: TVA 02-024/15, FLI-17-024 and FLI-19-012).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

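The data are bulk RNA-seq counts from the colon of 83 male mice, 16 at 3 months, 16 at 9 months, 16 at 15 months, 17 at 24 months and 18 at 28 months. Libraries were prepared in 3 batches, and each batch held mice of every age. The age of each mouse was taken from its sample label, and no mouse was left out. The bisulfite sequencing data behind the methylation clusters were not analysed here.

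The authors trimmed the reads with cutadapt, filtered them with PrinSeq Lite, aligned them to GRCm38 with Hisat2, kept uniquely mapped reads and counted properly mapped pairs per gene with featureCounts, using the strand of the read. The counts deposited by the authors are whole numbers of read pairs per gene and mouse, without normalization, and replicates were not pooled. The table lists 37764 genes. Gene positions, types and merged exon lengths were taken from a GRCm38 annotation of an earlier Ensembl release than the one the methods name, in which 37652 of the genes were found. The other 112 have no length and enter no TPM.

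Between 23026370 and 75838290 read pairs per mouse were counted on genes, with a median of 35495123. At these depths the spread between mice was larger than the counting noise in all 649 pairs of mice of the same age, with a median ratio of 35.5 over genes with at least 50 counts. Genes with few counts, such as 6820408C15Rik and Crnde, did not enter this ratio and did not pass the filter described next.

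Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with edgeR's filterByExpr by age group, which kept 18325 genes, and normalized with TMM. One quasi-likelihood model with age group and library batch was fitted over all mice, and each of the 10 pairs of ages was tested with the quasi-likelihood F-test. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.1 as in the paper. Departure from a straight line in age was tested in the same way with the quadratic, cubic and quartic terms of age. The mean CPM per age group of genes that differed in at least 1 comparison was correlated with 4 steps and a straight line, with a minimum absolute Pearson's r of 0.9. TPM was computed from the counts and the merged exon lengths, and active genes were divided into 10 deciles by mean TPM. Only a part of the paper's list of clustered CpGs was used, that for chromosome 1 between positions 4491976 and 75506059. These CpGs were assigned to genes by position, with 1000 bp upstream of the gene start included. Overlaps were tested with two-sided Fisher's exact tests. Scores of 17 cell types were computed from 91 marker genes as the mean log2 CPM with a prior count of 2 and compared by two-sided permutation tests with 100000 resamples. The smallest p-value these can give is 1e-05. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the scores, the Fisher tests and the plots. The clust and MuSiC software were not used here.

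The mapping of mice to ages, the tests, the marker lists, the gene lists and the alternatives were set before the data were examined, except where the text says otherwise. Genes named in the text are those the paper names for their expression, the 3 largest rises and the 3 largest falls at 3 against 9 months and at 15 against 24 months among genes past the threshold with a mean CPM of at least 1 and the same direction in each of the 3 batches, 16 genes of DNA methylation and Polycomb complexes, and at most the 3 largest and the 3 smallest changes among the network genes. Sox17, Msc, Aff3 and Adam23 were named after their values were seen. Of the 66 network genes, 40 were taken from Supplementary Table 1 and the others were read from Fig. 4d.

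The test was checked on counts simulated for 18239 genes from the means and library sizes of the mice. Of 50 genes changed by 0.5 on the log2 scale, 46 were called between 3 and 9 months and 44 between 15 and 24 months, and of 50 genes changed by 1, 48 and 50 were called. Of the 111 and 103 genes called in these comparisons, 17 and 9 had not been changed. Of 200 genes with a simulated step, 176 were called as departing from a straight line, with 11 unchanged genes among the 187 called. The matching of shapes was checked on the same counts and gave the simulated shape for 94 of 96 genes with a step after 3 months and 98 of 98 with a step after 15 months. Genes along a straight line were not simulated, so neither check shows how often such a gene is taken for a step or a departure. The changed genes had a mean CPM of at least 1. Changes as small as the median called change in the data, 0.21 in both comparisons, were not simulated.

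The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors in place of TMM, no filter on low counts, at least 10 counts in every mouse, no batch term, the replicate number as a block, smooth muscle and B cell scores as covariates, an adjusted p-value below 0.05, a fit of only the 2 ages compared, leaving out each 24-month mouse in turn, other limits and scales for the shapes, other definitions of active genes, and for the scores another prior count, the median over markers and other size factors. TPM without the genes of the mitochondrial genome, the test of C4 genes against the step after 15 months, and the alternatives for the C4 genes were added after the values were seen.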

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

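The tests of library batch, normalization, depth, smooth muscle and epithelial RNA in this part were chosen only after the marker score differences had been seen. The marker scores of 3 cell types outside the epithelium were higher at 24 than at 15 months. They stand out because the paper's deconvolution used a reference of epithelial cell types, so its estimates hold no share of these cells. Markers of enteric glia are shown elsewhere in the paper, in Supplementary Fig. 1d, and 1 of them, Sox10, is also part of the glial score here. On the log2 scale, the difference was 0.185 for the endothelium (adjusted permutation p = 0.00731, 16 of the 17 mice aged 24 months above the 15-month median), 0.248 for macrophages (adjusted permutation p = 0.0101, 16 of 17) and 0.2121 for enteric glia (adjusted permutation p = 0.0153, 12 of 17). The count of such scores with an adjusted p below 0.1 was 3 between 15 and 24 months and 0 between 3 and 9 months, where the plasma cell score had an unadjusted permutation p of 0.0272. Whether the differences themselves differ between the age intervals was not tested. Over all 5 ages, the endothelial (adjusted permutation p = 0.00034) and macrophage scores (adjusted permutation p = 0.00175) differed. So did the plasma cell score (adjusted permutation p = 0.00175) and, within the epithelium, all scores but that of stem cells. The enteric glial score did not (adjusted permutation p = 0.338). Its mean was 1.57 at 3 months, 1.54 at 15 months, 1.76 at 24 months and 1.67 at 28 months. The glial difference therefore has less behind it than the endothelial and macrophage differences.

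Technical explanations were weighed with 5 tests. A library batch was 1 candidate explanation, but the endothelial difference was 0.0846, 0.142 and 0.373 within the batches, the macrophage difference 0.185, 0.271 and 0.312 and the glial difference 0.237, 0.207 and 0.184, so the smallest within a batch was 0.0846. With DESeq2's size factors in place of TMM, the largest adjusted permutation p of the 3 scores was 0.0112. Total counts did not differ detectably between 15 and 24 months (two-sided permutation p = 0.542). A sample with more smooth muscle could carry more vessels and nerves, and with the smooth muscle score as a covariate 78.6% of the endothelial, 80.7% of the macrophage and 68.4% of the glial difference was kept, so this accounts for part of the differences at most. With the mean epithelial score as a covariate, the differences were 149%, 122% and 137% of their size without it. The share of the counts in the 10 most counted genes differed by -0.564 percentage points at 24 months (two-sided permutation p = 4e-05), a small part of all counts. A change in the share of endothelial cells, macrophages and glia in the tissue, or in the expression of their markers per cell, is a hypothesis, found and tested on the same mice.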

How the results depend on the processing

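Of 176 counts of genes recomputed under the alternatives and in fits that each left out a mouse or changed a limit, 143 were within 1.5 times the count reported and 33 were not. With no filter on low counts, 882 genes differed between 3 and 9 months (47.7% higher at 9 months, against 41.9%), 1524 between 15 and 24 months (52.1% higher at 24 months, against 46.45%), and 2 of the genes with C4 CpGs between 15 and 24 months, and of the methylation machinery genes 1 differed between 3 and 9 months and 0 between 15 and 24 months. With at least 10 counts in every mouse, and with smooth muscle and B cell scores as covariates, 1 machinery gene differed between 3 and 9 months. At an adjusted p-value below 0.05, 759 genes differed between 3 and 9 months, 1380 between 15 and 24 months and 1302 between 24 and 28 months, 1926 departed from a straight line, and 1 gene with C4 CpGs differed. With only the 2 ages compared in the fit, 872 genes differed between 3 and 9 months, 53.6% of them higher at 9 months. With DESeq2's size factors, 50.04% of the genes differing between 15 and 24 months were higher at 24 months. The cause of these changes was not tested. Over all alternatives other than leaving out a mouse, the number of genes ranged from 10782 to 14067 for any comparison, from 56 to 117 between 9 and 15 months and from 1380 to 3381 between 15 and 24 months.

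The limit on r set how many genes met a shape. At 0.8, a step after 3, 9, 15 and 24 months described 1292, 570, 2772 and 2520 genes, and at 0.95 255, 129, 852 and 508, with 1114 along a straight line. With all tested genes, a step after 9 months described 542. With a mean CPM of at least 0.1, 19807, 19850, 19860, 19980 and 19980 genes were active at 3, 9, 15, 24 and 28 months, and with at least 1, 14868, 14908, 14932, 15029 and 14962.

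Of 496 values of the named genes, 465 kept their direction and side of the threshold, 21 lost the threshold, 3 gained it and 7 changed sign. The signs that changed belong to machinery genes with changes close to 0. These were Tet3 at 15 against 24 months with no filter (0.001177) and with the scores as covariates (0.003632), Mtf2 at 3 against 9 months (-0.0008347) and Dnmt3l at 15 against 24 months (-0.008439) with no batch term, and Dnmt3l (-0.006762) and Suz12 (0.00356) with the scores as covariates. With the replicate number as a block, 1507 genes differed between 3 and 9 months, 2131 between 15 and 24 months and 12228 between any ages, Tet1 changed by 0.00476, and the adjusted edgeR p was 0.0984 for Ptprz1 at 3 against 28 months and 0.294 for Igkv4-74 at 3 against 9 months. Ighv1-47 at 3 against 9 months (adjusted edgeR p = 0.108) also lost the threshold with this block. At 15 against 24 months, so did Nova1 (0.102), Igkv7-33 (0.125), Ighv1-58 (0.329), Ighv13-2 (0.19) and Igkv6-25 (0.184). Mice with the same number are different animals, and their deviations from the group means had a mean correlation of 0.0021 over 161 pairs, so the numbers do not pair the mice. With the median over the markers, the scores of stem cells (0.0606 at 3 against 9 months, -0.0802 at 15 against 24 months) and at 3 against 9 months those of neurons (-0.0073), fibroblasts (-0.0263) and endothelium (-0.0138) changed sign, and 148 of 153 score values did not.

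Across the 17 fits that each left out one 24-month mouse, the number of genes between 15 and 24 months was from 1725 to 2969 and that between any ages from 12478 to 12845, the machinery genes at 15 against 24 months from 0 to 1, and the genes with C4 CpGs from 2 to 5. Signs changed for Dnmt3l (from -0.03639 to 0.05675), Uhrf1 (-0.04929 to 0.01177), Tet1 (-0.03986 to 0.0194), Tet2 (-0.007103 to 0.03574), Tet3 (-0.0134 to 0.01655) and Suz12 (-0.01876 to 0.005039). The cause of these changes was not tested. 6820408C15Rik and Crnde had too few counts to pass the filter, and with no filter their adjusted edgeR p was 0.373 and 0.287.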

Differences from the paper's values

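The upper limit of expression decile 10 is the highest mean TPM. It was 37310 TPM at 3 months against the paper's 19625, 39367 at 9 months against the paper's 20394, 38071 at 15 months against the paper's 18136, 38961 at 24 months against the paper's 18601 and 42114 at 28 months against the paper's 17720. None of the alternatives set before the data were examined changes how TPM is computed, so none closed the gap. With the 34 genes of the mitochondrial genome left out of the TPM, a setting chosen after the values were seen, the limits were 19556, 20323, 18071, 18531 and 17656 TPM, none more than 1.5 times apart from the paper's. At 3 months, the limits of deciles 5, 7 and 9 also moved towards the paper's 1, 9.8 and 55 TPM. They went from 0.883, 8.94 and 50.1 TPM to 0.972, 9.85 and 55.1 TPM.

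With DESeq2, the tool the methods name, 14067 genes differed in at least 1 comparison, against the paper's 14061 and 12703 with edgeR.

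The paper shows Hoxd11 as lower at 9 than at 3 months. Its log2 fold change was -0.19 with an adjusted p of 0.292 (edgeR's quasi-likelihood test), and no alternative gave an adjusted p below 0.1. The paper counts Ntn among the genes of the mid-to-late-life transition, and Ntn1 changed by 0.15 between 15 and 24 months with an adjusted p of 0.267 from the same edgeR test, and 0.108 when only the 2 ages were fitted. Its age-group means correlated most with a step after 15 months (r = 0.966), the trajectory the paper gives it. The paper states that Cdx1 and Ehf drop at both transitions. Between 3 and 9 months, Cdx1 changed by -0.12 (adjusted edgeR p = 0.174) and Ehf by -0.12 (adjusted edgeR p = 0.165), and between 15 and 24 months Ehf changed by -0.11 (adjusted edgeR p = 0.167, and 0.103 with only the 2 ages fitted). Each of these falls was present in the means without passing the threshold, under every alternative run.

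The paper shows Crnde and 6820408C15Rik among the genes that change, and both fell below the filter on low counts here. With no filter, the adjusted edgeR p was 0.287 for Crnde between 15 and 24 months (unadjusted 0.034) and 0.373 for 6820408C15Rik between 3 and 9 months (unadjusted 0.0427). DESeq2 gave neither an adjusted p. The paper's largest expression cluster gains expression between 15 and 24 months, while here the straight line in age described more genes (2157) than a step after 15 months (1792). Of the rising genes alone, a straight line described 1061 and a step after 15 months 954. With a minimum absolute r of 0.8, a step after 15 months described 2772 genes and a straight line 2738, and of the rising genes a step after 24 months described 1411, a step after 15 months 1361 and a straight line 1298. The paper finds C4 CpGs enriched in genes that differ between 15 and 24 months and in its late clusters, over the whole genome. For the first, the paper's joint set was the genes changing with age that its bisulfite sequencing covered, and for the second all the genes it covered, while the background here is, for both, the genes changing with age that have at least 1 listed CpG (27 genes with edgeR). On the part of chromosome 1 analysed here, the two-sided Fisher's exact test gave p = 1.0 for the first, with DESeq2's genes as well. For genes with a step after 15 months it gave p = 0.231, in a test chosen after the values were seen. The first compares 4 of 15 genes with 3 of 12, too few to decide on the paper's enrichment. In the second, all 3 step genes carried C4 CpGs, so no stronger enrichment was possible and the test could not have passed. Neither result is evidence against the paper's enrichments. The paper describes genes with early-to-mid-life CpGs as more highly expressed than those with mid-to-late-life CpGs. Here deciles 6 to 10 held 12 of 30 genes (40.0%) of the first kind and 11 of 26 (42.3%) of the second. These sets are small, share genes and come from a part of chromosome 1. They therefore cannot decide on the paper's statement, which covers the whole genome.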

Other observations

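The test of immunoglobulin segments in this part was chosen only after the largest changes had been seen. Ages were shuffled among mice with the same replicate number and all counts of genes were recomputed in 60 splits, the real one included. Only 1 of the 60 splits gave as many genes as the real ages, which was the real split itself, in each of 9 of the 10 comparisons, for the genes that differed in at least 1 comparison and for the genes that departed from a straight line. Between 15 and 24 months the largest number in the other splits was 722, and between 3 and 9 months 14. Between 9 and 15 months, 3 of the 60 splits, the real one included, gave at least 79 genes, and 1 gave 2203. In 40 further shuffles over all mice, the largest number between 9 and 15 months was 19, so the shuffles among mice with the same replicate number leave a random grouping open for this comparison and those over all mice did not reach its count. In these 40 shuffles, 1 gave as many genes as the real ages between 9 and 24 months.

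Over all 18325 tested genes, the log2 changes between 15 and 24 months within the 3 library batches correlated across genes with r from 0.318 to 0.337 (genes are not independent replicates). Total counts did not differ detectably (two-sided permutation p = 0.542). The log2 change correlated with gene length with a Spearman rho of 0.0782 over 18308 genes and with GC content with 0.1003 over 18299 genes, and between 3 and 9 months with -0.116 and -0.05997. With smooth muscle and B cell scores as covariates, 2128 genes differed between 15 and 24 months. Neither of these scores differed detectably between the 2 ages (adjusted permutation p = 0.1386 for smooth muscle and 0.6496 for B cells). The scores that did differ, such as the endothelial, macrophage and goblet cell scores, were not used as covariates for the genes. This fit therefore cannot decide whether a shift in cell type composition accounts for part of the genes called. The share of the 10 most counted genes differed by -0.564 percentage points between 15 and 24 months (two-sided permutation p = 4e-05), a small part of all counts.

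If the change between 15 and 24 months were a step, the genes would be level from 24 to 28 months. Of the 1150 genes that rose, 780 (67.83%) were higher still at 28 months, 183 of them at an adjusted p below 0.1 (edgeR's quasi-likelihood test), and of the 1326 that fell, 1030 (77.68%) were lower still, 243 of them at that threshold. In the opposite direction, 15 and 15 genes passed it. The median further change was 0.06 for the first and -0.05 for the second, against 0.28 and -0.17 between 15 and 24 months. Genes selected on their 24-month value tend to move back towards 15 months by chance, so a share above 50 is not produced by the selection. A hypothesis is that part of the change may go on after 24 months. Of the 667 genes that rose between 3 and 9 months, 250 (37.5%) were higher still at 15 months, 25 of them past the threshold. In the opposite direction, 1 gene passed it. Of the 926 that fell, 189 (20.4%) were lower still, 15 of them past the threshold, and 0 passed it in the opposite direction. Selection on the 9-month value pulls these shares down, so shares below 50 do not show that the change ended at 9 months.

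Another hypothesis was that the methylation trajectories come with a change in the expression of 16 genes of DNA methylation and Polycomb complexes. Between 15 and 24 months, 1 of the listed genes had an adjusted p below 0.1 (Ezh1, 0.10 on the log2 scale, adjusted edgeR p = 0.0572), and 93.2% of 10000 random lists matched on expression had as many. Between 3 and 9 months, 2 of the listed genes did (Dnmt3l, 0.55, adjusted edgeR p = 0.0383, and Jarid2, -0.12, adjusted edgeR p = 0.0509), and 49.8% of the random lists had as many. Dnmt3l passed the threshold between 3 and 9 months under every alternative that tested it (adjusted p from 0.0334 to 0.0782). Jarid2 lost it with no filter on low counts (adjusted edgeR p = 0.125) and with smooth muscle and B cell scores as covariates (0.1 after rounding). Ezh1 lost it with no filter (0.1 after rounding) and in 1 of the 17 fits that left out a 24-month mouse. As a list, these genes did not change more often than random lists of genes.

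Of the 4 immunoglobulin variable segments among the largest changes between 15 and 24 months, 3 had more than 50% of their summed CPM in 1 mouse. Without 1 of the 24-month mice, the change of Ighv1-58 was 0.37 in place of 2.81. A high level in 1 mouse, as an expanded B cell clone could give, is a candidate explanation, and reads shared between segments were not tested. Mptx1 had a median of 2048 CPM at 15 months, 641 at 24 months and 96.2 at 28 months, with a range from 134.8 to 4902 CPM within the 15-month mice. Its change between 24 and 28 months was -2.43 (adjusted edgeR p = 8.92e-04), and no explanation of it was tested.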
